# Histone H1 facilitates restoration of H3K27me3 during DNA replication by chromatin compaction

**DOI:** 10.1038/s41467-023-39846-y

**Published:** 2023-07-10

**Authors:** Cuifang Liu, Juan Yu, Aoqun Song, Min Wang, Jiansen Hu, Ping Chen, Jicheng Zhao, Guohong Li

**Keywords:** Gene silencing, Methylation

## Abstract

During cell renewal, epigenetic information needs to be precisely restored to maintain cell identity and genome integrity following DNA replication. The histone mark H3K27me3 is essential for the formation of facultative heterochromatin and the repression of developmental genes in embryonic stem cells. However, how the restoration of H3K27me3 is precisely achieved following DNA replication is still poorly understood. Here we employ ChOR-seq (Chromatin Occupancy after Replication) to monitor the dynamic re-establishment of H3K27me3 on nascent DNA during DNA replication. We find that the restoration rate of H3K27me3 is highly correlated with dense chromatin states. In addition, we reveal that the linker histone H1 facilitates the rapid post-replication restoration of H3K27me3 on repressed genes and the restoration rate of H3K27me3 on nascent DNA is greatly compromised after partial depletion of H1. Finally, our in vitro biochemical experiments demonstrate that H1 facilitates the propagation of H3K27me3 by PRC2 through compacting chromatin. Collectively, our results indicate that H1-mediated chromatin compaction facilitates the propagation and restoration of H3K27me3 after DNA replication.

## Abstract (web summary)

Liu et al. investigated the dynamic re-establishment of H3K27me3 on nascent DNA during DNA replication. They found H1-mediated chromatin compaction facilitates the propagation and restoration of H3K27me3 after DNA replication.

## Introduction

In eukaryotes, genomic DNA is hierarchically compacted into chromatin, with the nucleosome being its basic structural unit, which is formed by 146 base pairs of DNA wrapping 1.7 turns around an octamer of histones^1^. Chromatin states are dynamically modulated by numerous mechanisms to precisely regulate gene expression program. Histone post-translational modifications (hPTMs) are one of the most important epigenetic factors of transcription regulation. During DNA replication, parental histones, as well as newly synthesized unmodified histones, are deposited onto the daughter DNA molecule, which results in at least a twofold dilution of hPTMs^2^. In order to maintain cell identity, histone modifications should be precisely restored before the next S phase^2^. Quantitative mass spectrometry studies confirmed the recycling of old histones with PTMs, which is the cornerstone of the restoration of hPTMs^3–5^. Furthermore, elegant studies using labeling of replicating DNA combined with next-generation sequencing (NGS) methods revealed that the histone modifications (H3K4me3, H3K36me3, H3K27me3, H3K79me3) are mostly preserved on daughter strands after DNA replication^6–9^. And the restoration of the histone PTM levels is not synchronous but exhibits mark- and locus-specific kinetics^7^.

Using the CRISPR-biotinylation system to track parental histone deposition, a recent study revealed that only parental histones in repressive chromatin domains could be largely inherited during DNA replication^10^. It is widely accepted that parental H3-H4 is recycled as an intact tetramer, which indicates that the associated modifications on H3/H4 are likely to be inherited^11^. Besides the deacetylation of H4K16, studies in yeast and higher eukaryotes have demonstrated that the repressive hPTMs, including H3K9me3 and H3K27me3, could be epigenetically inherited^12–14^. As a hallmark of facultative heterochromatin, H3K27me3 is catalyzed by polycomb repressive complex 2 (PRC2) to form broad repressive chromatin domains, which play an important role in silencing developmental and tissue-specific genes. Previous studies have revealed that the establishment/maintenance of H3K27me3 domains adopts a two-step mechanism^15^. First, JARID2 and MTF2 stably recruit PRC2 to “nucleation sites” and create H3K27me3-forming polycomb foci. Second, the preexisting H3K27me3 is recognized by the aromatic cage of EED, and thereby the enzymatic activity of PRC2 is allosterically activated to efficiently propagate H3K27me3 in cis or in far-cis via long-range contacts. In addition to the positive feedback model accounted for the inheritance of H3K27me3, the catalytic activity of PRC2 can also be regulated by other mechanisms, including the incorporation of EZH1/EZH2 and other accessory proteins, automethylation of its core subunits, different histone modifications, RNA and DNA sequences, and higher-order chromatin structures^15–19^.

The linker histone H1 is an important chromatin regulator that compacts nucleosome arrays into 30 nm chromatin fibers^20^. Several studies have suggested that the linker histone H1 plays important roles in the establishment/maintenance of heterochromatin states^21–23^. Consistent with this hypothesis, knockout of H1c/d/e results in a significant reduction of H2AK119ub1 and H3K27me3 in mouse embryonic stem cells (mESCs) and reprograms epigenetic states in lymphocytes^23–25^. Using cryo-electron microscopy (Cryo-EM), the H1-compacted chromatin structure shows a left-handed double helix conformation with tetra-nucleosome as the structural unit that is stabilized by the pairwise interaction between Nth and (N+2)th nucleosomes^26^. Interestingly, the nucleosome-nucleosome pairing mechanism plays an important role in the RYBP/YAF2-PRC1-mediated propagation of H2AK119ub1 by bringing the neighboring nucleosome closer^24,27^. Therefore, we wonder whether a similar chromatin compaction/nucleosome pairing mechanism underlies the H1-dependent H3K27me3 establishment/restoration during cell renewal. In this study, we systematically investigate the restoration kinetic characterization of H3K27me3 after DNA replication using the quantitative ChOR-seq^7^. We also examine the effect of H1-mediated chromatin compaction on the propagation and restoration of H3K27me3 in vivo and in vitro. Our results strongly suggest that H1-mediated chromatin compaction facilitates the temporal-spatial restoration of H3K27me3 on newly synthesized chromatin, which might play an important role in cell fate determination and maintenance.

## Results

### H3K27me3 exhibits faster restoration at repressive regions post DNA replication

To investigate the restoration of H3K27me3 on nascent chromatin across the genome, we performed quantitative ChOR-seq^7,28^ in embryonic stem cells (mESCs) and revealed the entire process of the re-establishment of H3K27me3 on nascent DNA. We prepared S-phase-synchronized mESCs, and short-pulse (15 min) labeled newly synthesized DNA with a thymidine analog (EdU) followed by sequential ChIP of H3K27me3^7^. EdU-labeled DNA can be biotinylated by click reaction and purified with biotin-streptavidin pull-down prior to next-generation sequencing (Fig. 1a). In this study, we performed cell cycle blocking with 2 mM thymidine 3 h after EdU labeling (T3) to prevent cells entering into the next S phase (Fig. 1a). To track the dynamic restoration of H3K27me3 on nascent DNA after DNA replication, we harvested the samples immediately after EdU labeling (nascent chromatin, T0) and at a series of time points after labeling (mature chromatin, T2 to T6) (Fig. 1a). For the bioinformatic analysis, we first filtered EdU-labeled H3K27me3 regions from whole H3K27me3 peaks as the regions to calculate the restoration pattern/rate of H3K27me3 post-replication. We found that ~70% of H3K27me3 peaks were labeled by EdU in the synchronized mESCs, which is consistent with the previous findings that heterochromatins are mainly replicated during middle/late S phase^29,30^ (Supplementary Fig. 1a, b). Previous studies have revealed that the restoration kinetics of histone PTMs post DNA replication greatly vary in a mark- and locus-specific manner^7^. In line with previous study^7^, our results revealed that nascent H3K27me3 peaks were mainly restored at parental H3K27me3 peak regions (Supplementary Fig. 1d, e). To investigate the restoration kinetics of H3K27me3 in-depth post-replication, we categorized the restoration pattern of H3K27me3 into three clusters based on the timing when H3K27me3 reached the highest levels after replication using time series cluster analysis (Fig. 1b; Supplementary Fig. 1e). We observed that the H3K27me3 signals of cluster A which was defined as early restoration rapidly reached the maxima between T0 and T2. However, the H3K27me3 restoration of cluster B (intermediate restoration) and cluster C (late restoration) would take a much longer time (T2-T4; T4-T6, respectively) compared with cluster A (Fig. 1b, c). Cluster A to C accounted for 28.73%, 30.87% and 40.30% of H3K27me3-enriched regions, respectively (Supplementary Fig. 1f). To further characterize these clusters, we examined their genomic distribution on annotated genes defined by Refseq and found that the proportion of promoter regions in cluster C was greater than those in the other two clusters (Fig. 1d). Using epigenomic markers to annotate chromatin states, we found that multiple repressive histone modifications (including H3K9me2, H3K9me3 and H3K27me3), as well as histone H3, H4 and the linker histone H1e, were highly enriched in chromatin regions of cluster A. By contrast, active hPTMs (including H3K4me2/3 and H3K27ac) and H3.3 were enriched in cluster B and C. In line with this observation, clusters B and C also showed higher MNase-seq, DNase1-seq and ATAC-seq signals (Fig. 1e). To rule out bias caused by cell cycle blocking, we also performed ChOR-seq in asynchronous mESCs. Because a portion of late S phase cells rapidly pass through G2/M and the next G1 phase and enter into the next S phase after 3 h of EdU labeling, we collected samples at T0, T1, T2 and T3 time points after EdU labeling. In this condition, genome coverage analysis showed that EdU labeled ~80% of H3K27me3 peaks (Supplementary Fig. 1a, b). Venn diagram showed that the vast majority of EdU-labeled H3K27me3 peaks overlapped in synchronized and asynchronous mESCs (Supplementary Fig. 1c). Further analysis showed that the restoration pattern of H3K27me3 also can be categorized into three clusters that phenocopied the restoration of H3K27me3 in the synchronized mESCs (Supplementary Fig. 1g). These results suggest that H3K27me3 is more rapidly deposited at the compacted silent chromatin regions than the active chromatin regions post-replication.

**Fig. 1:**
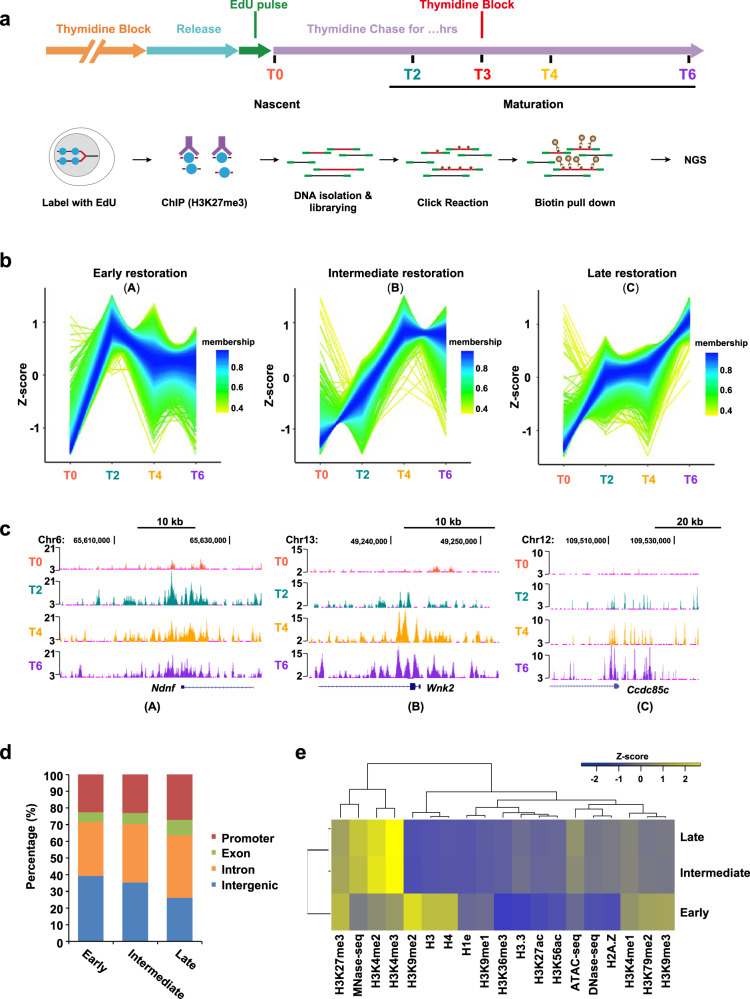
H3K27me3 exhibits faster restoration at the dense repressive regions post DNA replication. **a** Schematic of ChOR-seq workflow. Wild-type mESCs were released into the S phase from a 14 h thymidine block. Nascent chromatin was harvested immediately after EdU labeling (T0). mESCs were blocked with thymidine 3 h after EdU labeling (T3). Mature chromatin was collected at different time points (T2, T4, T6) following thymine chase for EdU labeling. The ChOR-seq assays in synchronized mESCs were performed twice. **b** Clusters of the restoration pattern of H3K27me3 at H3K27me3-enriched peak regions in wild-type mESCs using time series cluster analysis. A: Early restoration; B: Intermediate restoration; C: Late restoration. **c** Snapshot of tracks showed by UCSC Genome Browser from the three clusters of H3K27me3 restoration pattern in wild-type mESCs. **d** Genomic distribution analysis of early, intermediate and late restoration peaks of H3K27me3 according to Refseq annotations. **e** Hierarchical (Spearman rank) clustering of various histone modifications together with MNase-seq, DNase-seq and ATAC-seq signals at early, intermediate and late restoration peaks of H3K27me3. These data, except H1e, are from the public database; see Data Availability. Source data are provided as a Source Data file.

### The restoration rate of H3K27me3 post-replication is highly correlated with repressive chromatin states genome-wide

To further explore the H3K27me3 genome-wide restoration kinetics in detail, we first analyzed the restoration patterns of H3K27me3 from cluster A to cluster C and found that they all followed the pattern of quadratic functions (Supplementary Fig. 1h, i). Hence, we defined the restoration rate (RR) as the average of the derivatives of the quadratic functions that we deduced (see “Methods” section for details) (Fig. 2a). Then we analyzed the restoration rate along H3K27me3 peak regions and found that the restoration rate was decreased gradually from the peak center to both sides, which indicates the heterochromatin domains may be formed by the propagation of H3K27me3 from its nucleation sites (Fig. 2b). Next, we calculated the H3K27me3 restoration rate per individual locus across the genome and grouped the H3K27me3-enriched regions into four clusters (“super-fast”, “fast”, “slow” and “bottom-slow”) (Fig. 2c). Analyzing the epigenetic features among these four clusters, we found that the restoration rate of H3K27me3 is highly positive-correlated with its own enrichments^7^, the levels of linker histone H1e and H3K9me2/3 among all clusters, but anticorrelated with the levels of H3K27ac (Fig. 2d–g; Supplementary Fig. 2a–c). These results suggested that H3K27me3 restores faster at the condensed repressive chromatin regions. Further gene function analysis revealed that these four clusters mainly enriched function terms involving cell morphogenesis, neural development and sensory organ development (Fig. 2h, i; Supplementary Fig. 2d, e), which is consistent with the functions of polycomb repressive complex in silencing development-related genes. To address the correlation between restoration rate and gene function in mESCs, we next collected the housekeeping, ES-specific, bivalent and tissue-specific gene lists from publications^31–36^ and divided H3K27me3 target genes into four categories. Intriguingly, we found that the clusters of “super-fast”, “fast” enriched in tissue-specific and bivalent genes, but the “slow” and “bottom-slow” clusters enriched in mostly ES and housekeeping genes (Fig. 2j; Supplementary Fig. 2f). Consistent with these observations, the restoration rate of H3K27me3 is the lowest for housekeeping genes which have the lowest H3K27me3 level and the highest mRNA levels in mESCs (Fig. 2k–m). In addition, we got similar results in the asynchronous mESCs as that observed in synchronized mESCs (Supplementary Fig. 2g–n). Together, we hypothesized that the restoration rate of H3K27me3 after DNA replication is related to the functions of regulated genes with the fact that the rapid recovery of H3K27me3 in bivalent and tissue-specific genes and the super-slow restoration of this mark in housekeeping genes. Therefore, the restoration kinetics of H3K27me3 might play an important role in safeguarding cell identity by differentially regulating the expression of its target genes during cell division.

**Fig. 2:**
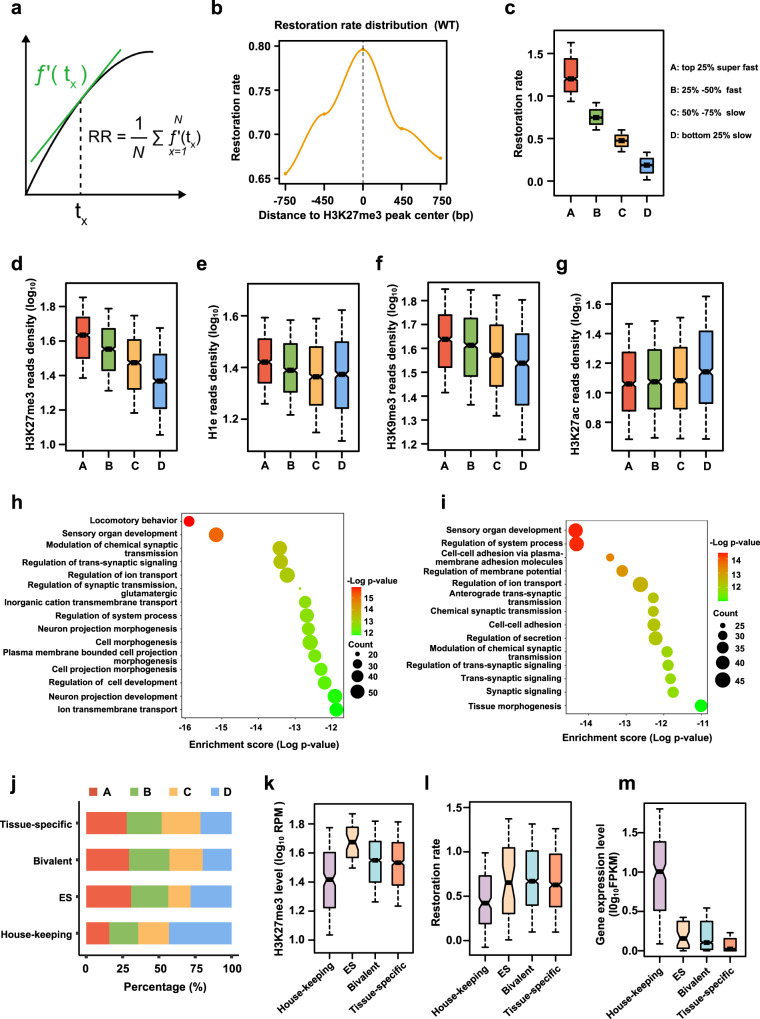
The restoration rate of H3K27me3 is positively correlated with repressive chromatin states. **a** Calculation formula for the restoration rate of H3K27me3, RR (Restoration rate). Please see details in the “Methods” section. **b** Average profiles of restoration rate of H3K27me3 in WT mESCs, plotted across ±750 bp centered at the peak summit of H3K27me3. Calculated using 1.5 kb windows with a 300 bp step; please see details in “Methods”. **c** Boxplot showing the four clusters of H3K27me3 peaks labeled by EdU according to its restoration rate. **d**–**g** Box plots showing the average read densities of H3K27me3 (**d**), H1e (**e**), H3K9me3 (**f**) and H3K27ac (**g**) among cluster A–D. The ChIP-seq data are from the public database. Signals are quantitated using reads per kilobase per million (RPKM). **h**, **i** GO enrichment analysis of the genes in H3K27me3-enriched regions for clusters A (**h**) and clusters B (**i**). **j** Stacked bar chart showing the percentage distribution of clusters A–D covered genes among different gene functional groups. The genes were defined by EdU-labeled H3K27me3 at their promoter regions. **k**–**m** Boxplot showing the H3K27me3 level (**k**), restoration rate of H3K27me3 (**l**) and the gene expression levels (**m**) among different gene functional groups. RPM reads per million, FPKM fragments per kilobase of transcript per million fragments sequenced. **c**–**g** *n* = 1046 for A, *n* = 1047 for B, *n* = 1046 for C, *n* = 1047 for D. **k**–**m** *n* = 202 for housekeeping genes, *n* = 39 for ES genes, *n* = 1378 for bivalent genes, *n* = 811 for tissue-specific genes. The box plots (**c**–**g**; **k**–**m**) include the median line (median value indicated), the box denotes the interquartile range (IQR), whiskers denote the rest of the data distribution, and outliers are denoted by points greater than ±1.5 × IQR. Source data are provided as a Source Data file.

### H3K27me3 levels are regulated by the linker histone H1 in mouse embryonic stem cells

Previous studies have found that partial knockout of the linker histone H1 results in an obvious reduction of H3K27me3 and H2AK119ub1 in mESCs and/or lymphocytes^24,25^. In line with this, we here found that the H3K27me3 is rapidly restored at the dense chromatin regions compared with the open chromatin regions, suggesting that H1 may play an important role in regulating the post-replication restoration rate of H3K27me3 via modulating nascent chromatin structures. To address this hypothesis, we performed ChIP-seq analysis of H3K27me3 and H1e in mESCs, showing that H1e is colocalized with H3K27me3 across the genome (Fig. 3a; Supplementary Fig. 3a, b). Furthermore, we partitioned the H3K27me3-enriched regions into five clusters based on the enrichment of H1e and then analyzed the levels of H3K27me3 among these clusters (Fig. 3b). 

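H3K27me3 ChIP-seq was examined through the peak lists that the authors deposited, 1 replicate each for WT mESCs and for mESCs without the linker histone genes H1c, H1d and H1e (H1-TKO mESCs). H1e ChIP-seq was not analysed here. The authors aligned the reads to the mouse genome mm9 with bowtie2 and called peaks with MACS. Each list gives the place of a peak and its score, which is −10 times the log10 of the MACS p-value. The lowest score was 50.01 in WT and 50.00 in H1-TKO mESCs. The paper's Reporting Summary gives 43452257 reads for the WT library and 42407065 reads for the H1-TKO library. The lists hold no reads, so the spike-in-normalized signal was not computed and a peak is either listed or not. The WT list held 6957 peaks with a median width of 559 bp and a median score of 78.8. In the source data of Supplementary Fig. 3f, of which 4763 of 6762 windows were not read, each window that was read (100%) held the WT peak of the same name. Places were compared with the GENCODE M1 annotation of NCBIM37, the same build as mm9. With 1 list per genotype there was no replicate check, and the intervals given for shares of peaks cover counting error only.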

We observed a highly positive correlation between the levels of H3K27me3 and the enrichments of H1e, suggesting that the linker histone H1 may have a positive role in regulating H3K27me3 deposition. To this end, we generated the *H1c/d/e* triple knockout (H1-TKO) mESCs using CRISPR/Cas9, in which the total linker histone H1 proteins are reduced roughly ~50% of total linker histone H1 levels as reported previously (Fig. 3c; Supplementary Fig. 3c)^37^. Western blot analysis revealed that only H3K27me3 significantly decreased following H1-TKO among all the hPTMs we measured. However, the levels of SUZ12, a core component of PRC2, remained constant after H1 partial knockout (Fig. 3c). Consistently, ChIP-seq and ChIP-qPCR results showed that the enrichment of H3K27me3 level was significantly reduced in H1-TKO mESCs both at genome scale and at individual gene regions (Fig. 3d–f; Supplementary Fig. 3d, e). Moreover, the reduction of H3K27me3 levels was mainly observed at the 5’ UTR and promoter regions of the genes (Supplementary Fig. 3f, g).

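In H1-TKO mESCs 6262 H3K27me3 peaks were listed, 0.900 times the 6957 of WT mESCs. They covered 4.91 Mb against 5.69 Mb in WT, a ratio of 0.863, and their median score was 76.2. Among peaks with a MACS score of at least 100 the ratio of peak numbers was 0.858. An H1-TKO peak overlapped 3851 of the WT peaks by at least 1 bp, which is 55.4% (95% Clopper-Pearson interval 54.2 to 56.5). The share was 44.7% when at least 50% of the WT peak had to be covered. It rose with the score of the WT peak, from 22.3% in the lowest of 4 groups of WT scores to 93.4% in the highest. Conversely, 2348 of the H1-TKO peaks had no WT peak, and their median score of 59.8 was near that of the 3106 WT peaks without an H1-TKO peak, 61.4.

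**Figure D1:**
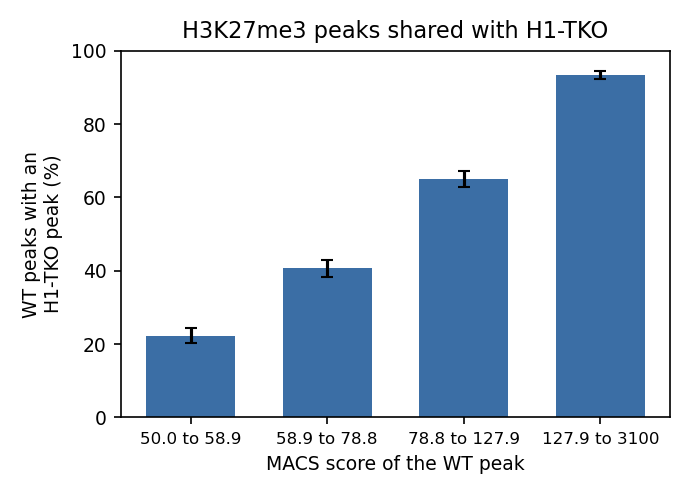
Share of WT H3K27me3 peaks that an H1-TKO peak overlaps by at least 1 bp, in percent, for 4 groups of WT peaks by MACS score, from low to high. Bars give the share and error bars the 95% Clopper-Pearson interval, from 22.3% in the lowest group to 93.4% in the highest.

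Peaks of a named gene were counted from 2 kb before to 2 kb after the gene. At Rtbdn, a gene on chromosome 8 from 87470890 to 87480502, 3 WT peaks with a top score of 139.2 stood against 2 H1-TKO peaks with a top score of 103.0. Mfap3l, on the same chromosome from 63111624 to 63155526, had 2 WT peaks and 1 H1-TKO peak, with top scores of 139.8 and 132.8. At both genes the top peak lay before the start of the gene in both genotypes. The top score at Cbx2 was 203.0 in WT and 70.0 in H1-TKO mESCs. These were different peaks, from 118882933 to 118883882 in WT and from 118882231 to 118882663 in H1-TKO mESCs, which do not overlap. Sp5 had 2 peaks in WT mESCs and none in H1-TKO mESCs, but its top WT score of 58.0 was near the lowest of the WT list, 50.01. Dmrta2 had 2 and 1 peaks, with top scores of 80.8 and 72.6. Its top WT peak, from 109647377 to 109650269, and its H1-TKO peak, from 109656005 to 109659317, do not overlap. The scores therefore belong to different regions and do not measure a change at 1 peak. The paper's ChIP-qPCR values (Fig. 3f) gave H1-TKO to WT ratios of 0.53 at Rtbdn, 0.50 at Cbx2, 0.53 at Sp5 and 0.34 at Dmrta2. Each had an exact two-sided permutation p of 0.1 (n = 3), the smallest p that 3 against 3 samples allow. From the ChIP-seq signal and the ChIP-qPCR, the paper concludes that H3K27me3 falls in H1-TKO mESCs at genome scale and at single genes.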

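Each peak was given a place by its centre, and a promoter was taken as 1 kb on either side of a transcription start. Only protein-coding genes were used, so peaks at noncoding genes that lie outside them count as intergenic. Of the 6789 WT peaks that were placed, with 168 on random contigs or the mitochondrial genome left out, 2789 lay in promoters, which is 41.1% against 3.00% of the genome, and 24 lay in a 5′ UTR outside the promoters. The share of WT peaks with no H1-TKO peak was 33.9% in promoters (95% Clopper-Pearson interval 32.1 to 35.7). In 5′ UTRs it was 8 of 24 peaks, or 33.3% (15.6 to 55.3), an interval that holds the shares of promoters, coding exons and introns. Coding exons gave 31.8% (27.5 to 36.3), introns 50.8% (48.2 to 53.5) and intergenic regions 60.6% (58.4 to 62.7). The median WT score was 92.8 in promoters and 65.7 in intergenic regions, so that promoter peaks started from higher scores. Of the 3063 placed WT peaks without an H1-TKO peak, 30.9% lay in promoters, 23.1% in introns and 39.3% in intergenic regions. These shares count peaks that dropped out of the list and do not measure a lower signal within a peak that stayed in it.

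**Figure D2:**
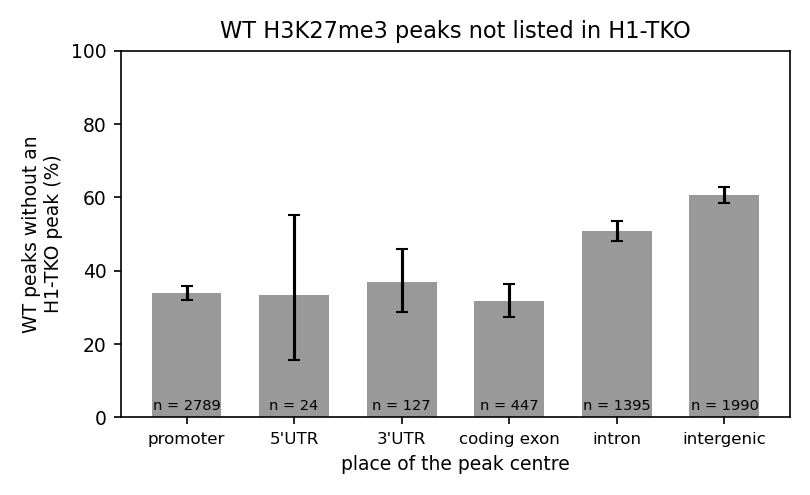
Share of WT H3K27me3 peaks that no H1-TKO peak overlaps, in percent, by the place of the peak centre among the protein-coding genes of GENCODE M1. Bars give the share, error bars the 95% Clopper-Pearson interval and n the number of WT peaks, with 33.9% for promoters and 60.6% for intergenic regions.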

**Fig. 3:**
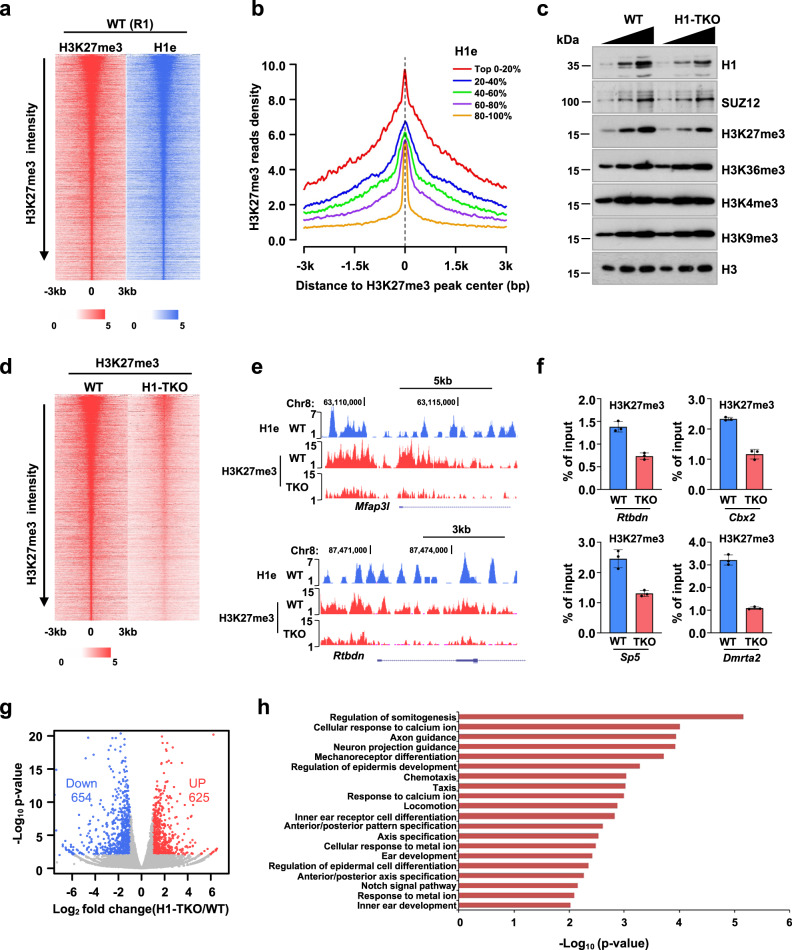
The linker histone H1 plays an important role in maintaining H3K27me3 levels in mESCs. **a** Heat map analysis of H3K27me3 and H1e signals across H3K27me3-enriched regions (±3 kb), ranked from highest to lowest ChIP-seq signals of H3K27me3 in WT mESCs. Color intensity represents normalized and globally scaled tag counts. The H3K27me3 ChIP-seq in WT mESCs was performed twice. **b** ChIP-seq cumulative enrichment of H3K27me3 deposition centered at the peak summit of the H3K27me3, the H3K27me3 peak regions were clustered into five groups based on the levels of H1e. Signals are quantitated using reference-adjusted reads per kilobase per million (RPKM). **c** Representative immunoblots of H1, SUZ12, H3 and various histone modifications in WT and H1-TKO mESCs. H3 is shown as an internal reference. The results are representative of *n* = 3 biologically independent experiments. Triangles represent concentration of proteins from low to high. **d** Heat map analysis of H3K27me3 signals across its enriched peaks (±3 kb), ranked from highest to lowest ChIP-seq signals of H3K27me3 in WT and H1-TKO mESCs. Color intensity represents normalized and globally scaled tag counts. The H3K27me3 ChIP-seq in H1-TKO mESCs was performed twice. **e** Snapshot of tracks for ChIP-seq of H1e, H3K27me3 signals in WT and H1-TKO mESCs at *Mfap3l* and *Rtbdn* gene locus. **f** ChIP-qPCR of H3K27me3 levels in WT and H1-TKO mESCs (*n* = 3 biologically independent samples). The data represent means ± S.D. ChIP enrichments are normalized to the input of chromatin. **g** Volcano plot depicting mRNA changes for H1-TKO versus WT mESCs (*n* = 2 biologically independent samples). Statistical significance was determined by a two-sided Student’s *t*-test. Adjustments were not made for multiple comparisons. **h** GO enrichment analysis of the upregulated genes in H3K27me3-enriched regions in H1-TKO mESCs. Source data are provided as a Source Data file.

Furthermore, RNA-seq analysis revealed that H1-TKO resulted in 654 downregulated genes and 625 upregulated genes (Fig. 3g), which is consistent with previous findings that the reduction of H1 caused a specific set of genes misregulated, including both upregulated and downregulated^38^. 

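For the RNA-seq experiment, poly(A) RNA of WT and H1-TKO mESCs was sequenced in 2 libraries per genotype. The authors mapped the reads with Subread to the mm9 gene annotation, counted them with featureCounts and divided the counts by a size factor for each library with DESeq2. The deposited values are these normalized counts for 34010 RefSeq accessions. All values were whole multiples of what 1 read is worth in their library, so the reads could be recovered. They numbered 10538507 and 8292007 in WT replicates 1 and 2, and 6951619 and 7346122 in H1-TKO replicates 1 and 2. The paper's Reporting Summary states 25521757, 20717888, 21565775 and 22792820 sequenced reads for the libraries of these names, and the values below rest on the recovered reads. The sample labels give the opposite genotype for all 4 libraries. Each library was therefore named by the per-library column it equals in the source data of Fig. 3g. Every row that was read (100%) was the same within a relative tolerance of 0.001, and 18633 of 20632 rows were not read. Under the sample labels every direction would be reversed. Genes were tested with limma on log2(normalized count + 1) with a trend in the variance, over the 11113 accessions with a mean normalized count of at least 10. Fold changes on this scale understate the change of low genes. The authors' counting left many genes that have several accessions near 0, and 47.9% of the 4884 protein-coding genes with several accessions were under 1 normalized count, against 24.0% of the 15564 with 1 accession.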

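The knocked-out genes had few reads in any library. H1c (H1f2) had 11.6 and 56.7 normalized counts in the WT libraries and 18.7 and 7.4 in the H1-TKO libraries. H1d (H1f3) had 3.9 and 41.4 against 1.1 and 0.0, and H1e (H1f4) had 5.4 and 19.6 against 0.0 and 2.1. Because H1f5, which the guide does not target, had 6.2 and 44.7 against 0.0 and 2.1, these levels do not check the genotypes. The genotypes are those of the paper's table, and the sample labels would reverse each direction given here. With limma's moderated test and Benjamini-Hochberg adjustment, 1094 accessions were higher and 1188 lower in H1-TKO mESCs at an adjusted p under 0.05. At an unadjusted p under 0.01 and a change of at least 2-fold, 596 were higher and 653 lower. The alternative that moved these numbers most was an unmoderated linear model per gene, with 201 higher and 148 lower at the second threshold. It gave 0 genes at the first, where 2509 had an unadjusted p under 0.05. The second threshold was read from the picture of Fig. 3g. The paper's text does not state the limits behind its 625 higher and 654 lower genes. Nearness to these numbers is therefore no reproduction. DESeq2 on all accessions, whose p-values equal those read from Fig. 3g, gave 602 higher and 755 lower at the second threshold. Between replicates of 1 genotype, 13.3% of the accessions in WT and 6.5% in H1-TKO mESCs were at least 2-fold apart.
The largest rise was that of Tex13b, with 2.3 and 4.4 normalized counts in WT and 216.0 and 265.4 in H1-TKO mESCs, a log2 fold change of 5.83 (standard error 0.47, adjusted p = 0.00142 from limma). Grik4, Rgcc, Hal and Chrnd followed, with log2 fold changes from 4.77 to 4.20. With 1 WT library left out, that of Grik4 lay between 3.03 and 6.50, that of Hal between 3.61 and 4.98 and that of Chrnd between 3.05 and 5.34. Grik4 passed the threshold with limma but not with DESeq2. Rian, on chromosome 12 from 110842155 to 110899919, fell from 3587.4 and 1869.6 to 14.3 and 10.5 (log2 fold change −7.61, standard error 0.34, adjusted p = 3.14e-04 from limma). Meg3, beside Rian on chromosome 12, and the accessions AF357359 and Rps15a-ps4 were the others that fell most, and Rps15a-ps4 is a pseudogene whose reads may be shared with its parent gene. The genes H1f0 and H1f10, linker histone genes outside the knockout, were higher in both H1-TKO libraries, with log2 fold changes of 1.98 (standard error 0.16, adjusted p = 0.00142 from limma) and 1.63 (standard error 0.20, adjusted p = 0.00436 from limma).

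**Figure D3:**
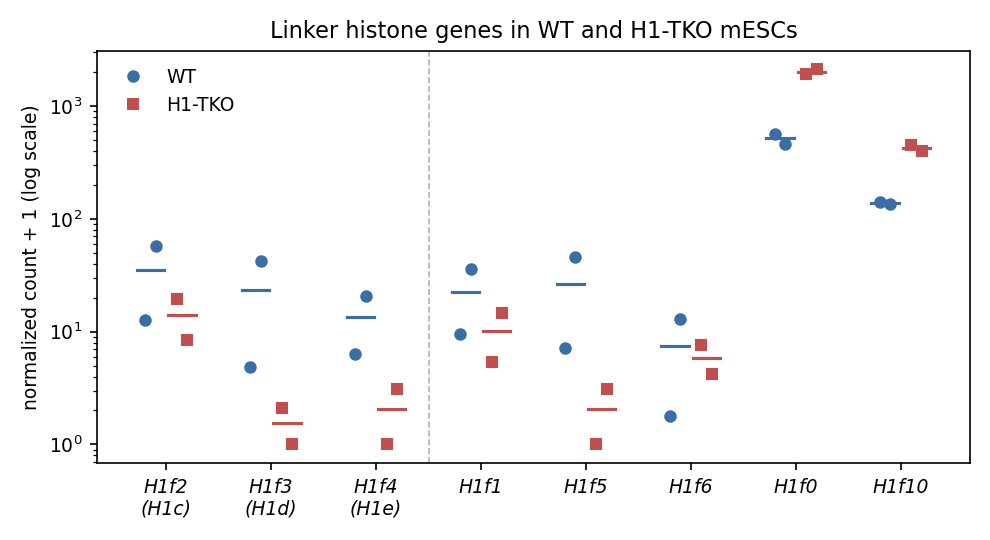
Normalized counts plus 1, on a log scale, of the linker histone genes in each library of WT and H1-TKO mESCs, with the knocked-out genes left of the dashed line. Points are libraries and short lines their means, and H1f0 lies at 571.0 and 463.6 in WT against 1943.6 and 2118.0 in H1-TKO mESCs.

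Genes of chromosome 1 as a whole were higher in H1-TKO mESCs, by a median of 0.52 on the log2 scale relative to all genes. Those of chromosomes 8 and 11 were lower, with medians of −0.22 and −0.35. Chromosomes 1, 8, 11 and Y held 19.1% of the accessions tested and 25.8% of those with an adjusted p under 0.05 (limma). Without them 828 accessions were higher and 856 lower, a setting chosen after the data were seen.

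**Figure D4:**
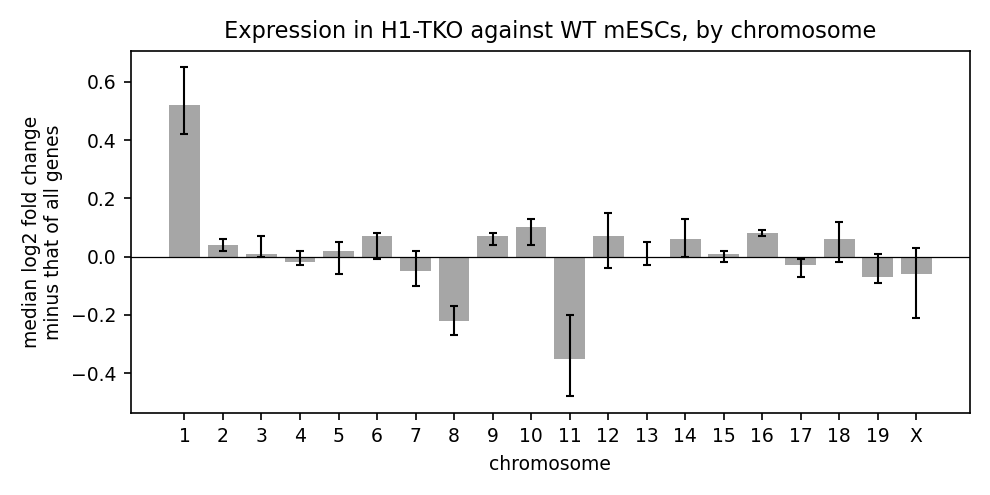
Median log2 fold change of the genes of each chromosome in H1-TKO against WT mESCs, relative to the median of all genes, with chromosome Y (−5.58) left out. Bars give the median over both libraries per genotype and error bars the range over the 4 pairs of libraries, from 0.42 to 0.65 for chromosome 1.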

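Genes paired with an H3K27me3 peak were taken from the source data of Fig. 2k, of which 431 of 2430 rows were not read. That figure covers housekeeping, ES, bivalent and tissue-specific genes only, and the rows not read were of tissue-specific genes. The legend of Fig. 2j defines its genes by EdU-labeled H3K27me3 at promoters. The paper's text does not say whether its misregulated target genes were defined in this way, so the list may differ from the paper's. The list held 1419 accessions found in the RNA-seq tables, and 563 of them passed the filter of a mean of at least 10. At an unadjusted p under 0.01 (limma) and a change of at least 2-fold, 101 accessions were misregulated in H1-TKO mESCs. Of these 49 were higher, or 48.51%. Among all accessions that met the same limits 47.72% were higher. A second list, made after the data were seen, took every protein-coding gene with a WT peak within 2 kb of a transcription start in GENCODE M1. It gave 238 misregulated accessions, of which 109 were higher, or 45.80%. With chromosomes 1, 8, 11 and Y left out, 76 of 160 were higher, or 47.50%. The genotypes behind these directions are those of the paper's own table, which the sample labels reverse.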

Next, we found 43.81% (131) were upregulated among misregulated H3K27me3 targeting genes (299). Moreover, GO analysis showed that these upregulated genes highly related with developmental functions (Fig. 3h). Thus, we hypothesized that H1-dependent chromatin compaction would be essential for silencing these upregulated genes via promoting the restoration of H3K27me3 post-replication. Of note, 56.19% (168) of H3K27me3-trageted genes were downregulated in the H1-TKO mESCs, which may be caused by the indirect effects of H1-TKO. 

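In the part of the list that was read, 52 of the 101 misregulated accessions were lower in H1-TKO mESCs, or 51.49%. DESeq2 on the recovered reads gave 63 lower and 48 higher, and edgeR 56 and 46. Across all 563 accessions of the list that were tested, the median log2 fold change was −0.02, with 59 higher and 60 lower at an adjusted p under 0.05 (limma). Among genes that the paper names for H3K27me3, Sp5 on chromosome 2 from 70312980 to 70315786 had 34.9 and 55.6 normalized counts in WT and 6.6 and 10.5 in H1-TKO mESCs (log2 fold change −2.27, standard error 0.56, adjusted p = 0.0302 from limma). With each replicate left out in turn, the log2 fold change of Sp5 stayed between −2.60 and −1.94. Cbx2, Ccdc85c and Onecut2 had log2 fold changes of −0.39, −0.44 and 0.02, none of them past an adjusted p of 0.05 in limma's test, and Rtbdn, Dmrta2 and Ndnf were under the filter. Wnk2 had 14.7 and 4.4 normalized counts in WT and 37.5 and 24.2 in H1-TKO mESCs, a log2 fold change of 1.76 (standard error 0.70, adjusted p = 0.113 from limma), which was 0.98 without WT replicate 2 and 2.54 without WT replicate 1. Over the 7 alternatives tallied for named accessions, its adjusted p ran from 0.0493, with a block for the replicate number in limma, to 0.192 with DESeq2. Its H3K27me3 peak had a score of 307.0 in WT and 235.8 in H1-TKO mESCs. Nfatc1 and Mfap3l, which have several accessions, were listed at or near 0 in every library. The sample labels would reverse these directions, as they name the genotypes opposite to the paper's table. For the lower genes, the paper proposes indirect effects of the knockout or other mechanisms of H1.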

Alternatively, these results indicated that H1 might regulate gene transcription through other mechanisms, as previously reported, such as DNA methylation, H3K9me and HP1, and so forth^38^. Nevertheless, our results suggested that linker histone H1 plays a crucial role in regulating the establishment/maintenance of H3K27me3 at the dense heterochromatin that may be essential for silencing a subset of H3K27me3 target genes post-replication^23,37^.

### H1-mediated chromatin compaction facilitates the restoration of H3K27me3 following DNA replication

EdU coverage analysis revealed that the usage of origins in wild type and H1-TKO mESCs are largely overlapped both in synchronized and asynchronous conditions (Supplementary Fig. 4a–d) that enable us to perform ChOR-seq in H1-TKO mESCs to study whether the post-replication restoration of H3K27me3 is tightly regulated by the H1-mediated chromatin compaction. To this end, we first carried out ChOR-seq in synchronized mESCs and found that the restoration pattern of H3K27me3 could also be categorized into three clusters based on the timing when H3K27me3 reached the highest levels after replication (Supplementary Fig. 4e, f). However, the proportion of early restoration cluster (A) significantly decreased in H1-TKO mESCs (Supplementary Fig. 4g). Hilbert curve showed that the H1-TKO resulted in a remarkable delay of the restoration of H3K27me3 at the level of whole chromosome (Fig. 4a). Furthermore, the restoration of H3K27me3 after DNA replication was significantly compromised in H1-TKO mESCs compared with WT mESCs both at transcription start sites (TSSs) and its peak regions (Fig. 4b–d; Supplementary Fig. 5a, b). Based on the definition of “restoration rate” in this study, we found that the restoration rate of H3K27me3 also decreased gradually from the peak center to both sides in H1-TKO mESCs, but the restoration rate at the peak center decreased to nearly 50% of that in WT mESCs (Figs. 2b, 4e). To identify genomic regions affected by H1-TKO, we compared the restoration rate of H3K27me3 in WT and H1-TKO mESCs among cluster A–D (clusters in Fig. 2c). Interestingly, we found that the restoration rate was significantly compromised in H1-TKO mESCs for cluster A–C, but not for cluster D, suggesting that H1-TKO greatly affected the restoration kinetics of H3K27me3 in the compacted chromatin regions (Fig. 4f). We also compared the restoration rate of H3K27me3 in housekeeping, ES, bivalent and tissue-specific genes in H1-TKO cells with those in WT cells. Consistently, the restoration rate of H3K27me3 was also significantly reduced in H1-TKO mESCs (Fig. 4g). Based on our ChIP-seq analysis, we next grouped H3K27me3 peak regions into four clusters (Q1 > Q2 > Q3 > Q4) according to the extent of H3K27me3 reduction in H1-TKO mESCs, revealing that histone H1e specifically enriched in Q1 group compared to other groups (Fig. 4h, i). We next examined the dynamic change of the restoration rate of H3K27me3 among these clusters in H1-TKO mESCs. As expected, the restoration rate of H3K27me3 in the Q1 cluster reduced more significantly than in other clusters in H1-TKO, which is in agreement with the dynamic change of H3K27me3 levels among clusters (Fig. 4j). Interestingly, we also observed the similar results under asynchronous condition (Supplementary Fig. 5c–h).

**Fig. 4:**
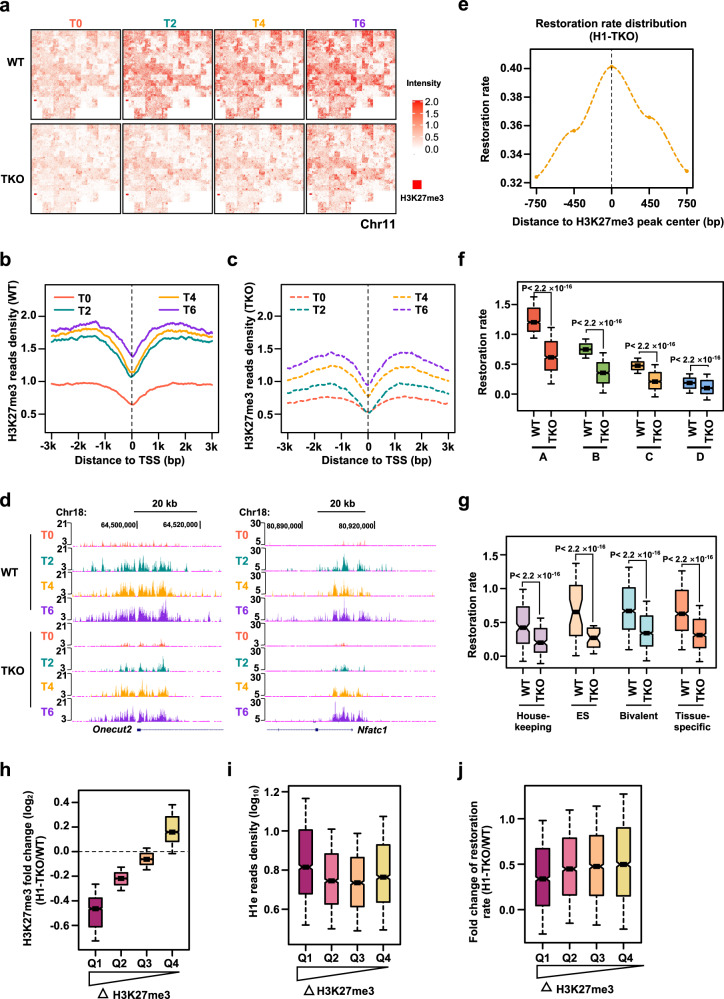
H1-mediated chromatin compaction facilitates the restoration of H3K27me3 following DNA replication. **a** Hilbert curve of H3K27me3 ChOR-seq signals on chromosome 11 at different time points post DNA replication in WT and H1-TKO synchronized mESCs. Colored areas reflect the size and signal of H3K27me3-enriched domains. **b**, **c** Average profiles of H3K27me3 ChOR-seq signals at different time points post DNA replication centered at EdU-labeled gene TSSs in WT (**b**) and H1-TKO (**c**) synchronized mESCs. The ChOR-seq assays in synchronized mESCs were performed twice. Signals are quantitated using reference-adjusted reads per kilobase per million (RPKM). **d** Snapshot of tracks of H3K27me3 at different time points in WT and H1-TKO synchronized mESCs. **e** Average profiles of restoration rate of H3K27me3 in H1-TKO synchronized mESCs, plotted across ±750 bp centered at the EdU-labeled peak summit of H3K27me3. Calculated using 1.5 kb windows with a 300 bp step; please see details in “Methods”. **f** Boxplot showing the comparison of restoration rate of H3K27me3 among clusters A–D in WT and H1-TKO synchronized mESCs (*n* = 1046 for A, *n* = 1047 for B, *n* = 1046 for C, *n* = 1047 for D). The *p*-values are calculated according to Wilcoxon signed-rank test (two-sided, *p* < 2.2 **×** 10^−16^). **g** Boxplot showing the restoration rate of H3K27me3 at housekeeping, ES, bivalent and tissue-specific gene cluster regions that enrich H3K27me3 marks (WT versus H1-TKO synchronized mESCs). *n* = 202 for housekeeping genes, *n* = 39 for ES genes, *n* = 1378 for bivalent genes, *n* = 811 for tissue-specific genes. The *p*-values are calculated according to Wilcoxon signed-rank test (two-sided, *p* < 2.2 **×** 10^−16^). **h** Four groups of H3K27me3-enriched regions classified according to dynamic changes of H3K27me3 after H1 TKO (*n* = 1739 for Q1, *n* = 1739 for Q2, *n* = 1739 for Q3, *n* = 1740 for Q4). **i** H1e reads density among Q1 to Q4 groups of H3K27me3 (*n* = 1739 for Q1, *n* = 1739 for Q2, *n* = 1739 for Q3, *n* = 1740 for Q4). Signals are quantitated using reads per kilobase per million (RPKM). **j** Boxplot showing the dynamic change of restoration rate of H3K27me3 in H1-TKO mESCs compared with that in WT mESCs among cluster Q1–Q4 (*n* = 1739 for Q1, *n* = 1739 for Q2, *n* = 1739 for Q3, *n* = 1740 for Q4). The box plots (**f**–**j**) include the median line (median value indicated), the box denotes the interquartile range (IQR), whiskers denote the rest of the data distribution, and outliers are denoted by points greater than ±1.5 × IQR. Source data are provided as a Source Data file.

Accumulating studies suggested that H3K27me3 and PRC2 have a positive feedback loop in propagating H3K27me3^14^, so we wondered whether the weakened restoration of H3K27me3 was caused by the reduced H3K27me3 levels in H1-TKO mESCs via alleviating the positive feedback loop. To solve this concern, we generated H1c/e inducible degradation mouse embryonic stem cell lines with stable-expressed 9×Myc-Tir1 (HA-AID-H1c/e cell lines). In this system, the degradation of HA-AID-H1c/e reached equivalent at ~12 h after IAA treatment; however, the H3K27me3 levels did not significantly change before ~24 h that endows us at least 12 h to investigate the restoration kinetics with an equal H3K27me3 initial levels. To this end, we first cultured HA-AID-H1c/e cells in +IAA medium 6 h and then equally divided the cells into two sets: One set kept being treated with IAA (low HA-AID-H1c/e group), the other set was changed into fresh culture medium without IAA so that the H1c/e proteins are gradually restored to normal levels during 6 h (HA-AID-H1c/e restoration group) (Fig. 5a, b; Supplementary Fig. 5i). Subsequently, we performed ChOR-seq at T0, T1, T2 and T4 time points after IAA withdraw (Fig. 5c). Consistently, we found that the restoration of H3K27me3 is also significantly impaired following degradation of H1c/e (Fig. 5d–i). These results suggested that the H1-mediated chromatin compaction played a critical role in regulating the restoration kinetics of H3K27me3 following DNA replication.

**Fig. 5:**
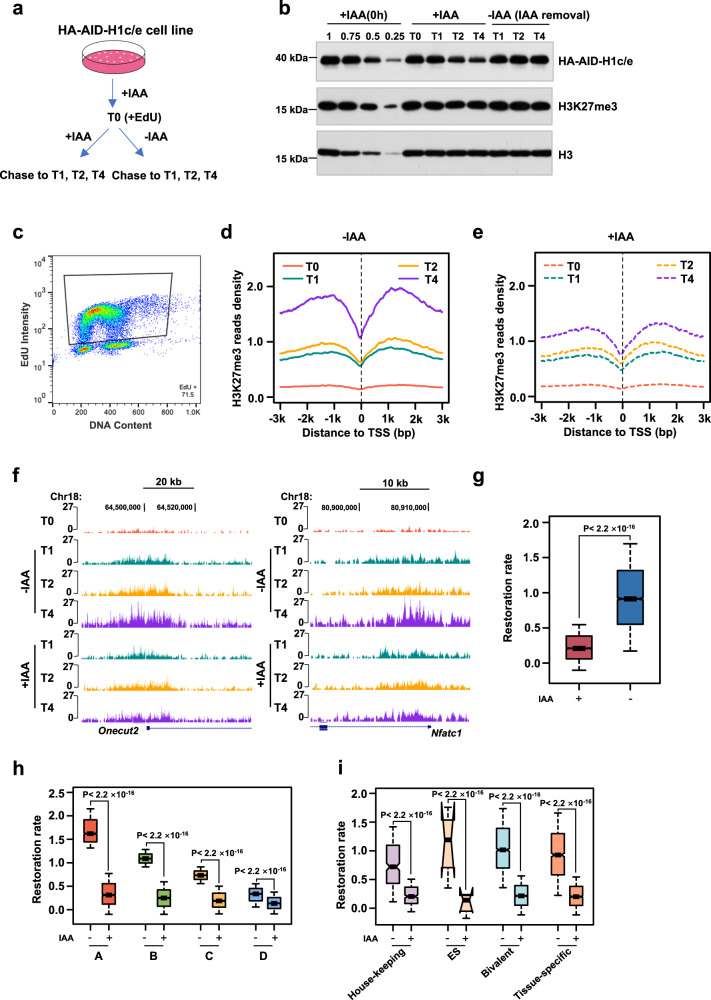
H1-mediated chromatin compaction facilitates the restoration of H3K27me3 following DNA replication. **a** Schematic showing the experimental flow of ChOR-seq in asynchronous HA-AID-H1c/e mESCs. The HA-AID-H1c/e mESCs were treated with IAA for 6 h and labeled with EdU 20 min immediately. Nascent chromatin was harvested immediately after EdU labeling (T0), mature chromatin was collected at different time points (T1, T2, T4) following chasing with IAA (+IAA) or without IAA (−IAA). The ChOR-seq assay was performed twice. **b** Representative quantitative-immunoblot showing HA-AID-H1c/e, H3K27me3 and H3 levels with or without IAA treatment at different time points. The results are representative of *n* = 3 biologically independent experiments. **c** Representative flow cytometry profiles of EdU-labeled cells in nascent samples. **d**, **e** Average profiles of H3K27me3 ChOR-seq signals at different time points post DNA replication, centered at EdU-labeled gene TSSs in −IAA (**d**) and +IAA (**e**) treated mESCs. (**d**) and (**e**) are quantitated using reference-adjusted reads per kilobase per million (RPKM). **f** Snapshot of tracks of H3K27me3 signal at different time points in −IAA and +IAA treated mESCs. **g** Boxplot showing the comparison of restoration rate of H3K27me3 labeled by EdU between −IAA and +IAA mESCs (*n* = 6957 for +IAA mESCs, *n* = 6957 for −IAA mESCs). The *p*-values are calculated according to Wilcoxon signed-rank test (two-sided, *p* < 2.2 **×** 10^−16^). **h** Boxplot showing the comparison of the restoration rate of H3K27me3 among clusters A–D in −IAA and +IAA mESCs. In groups A, B and C, *n* = 1739 for +IAA mESCs, *n* = 1739 for −IAA mESCs; in group D, *n* = 1740 for +IAA mESCs, *n* = 1740 for −IAA mESCs. The *p*-values are calculated according to Wilcoxon signed-rank test (two-sided, *p* < 2.2 **×** 10^−16^). **i** Boxplot showing the restoration rate of H3K27me3 at housekeeping, ES, bivalent and tissue-specific gene cluster regions that enrich H3K27me3 marks (−IAA and +IAA mESCs). Housekeeping genes: *n* = 338 for +IAA mESCs, *n* = 338 for −IAA mESCs; ES genes: *n* = 62 for +IAA mESCs, *n* = 62 for −IAA mESCs; bivalent genes: *n* = 2161 for +IAA mESCs, *n* = 2161 for −IAA mESCs; tissue-specific genes: *n* = 1338 for +IAA mESCs, *n* = 1338 for −IAA mESCs. The *p*-values are calculated according to Wilcoxon signed-rank test (two-sided, *p* < 2.2 **×** 10^−16^). The box plots (**g**, **h**, **i**) include the median line (median value indicated), the box denotes the interquartile range (IQR), whiskers denote the rest of the data distribution, and outliers are denoted by points greater than ±1.5 × IQR. Source data are provided as a Source Data file.

### H1-mediated chromatin compaction facilitates the propagation of H3K27me3 by PRC2 via a nucleosome-nucleosome pairing mechanism

Previous studies have suggested that the enzymatic activity of PRC2 is allosterically activated when the aromatic cage of EED binds to H3K27me3, which allows H3K27me3 to efficiently propagate and form large heterochromatin domains via a positive feedback model^13^. Using in vitro histone methyltransferase assays (HMT), we monitored the deposition of H3K27me3 on various types of nucleosome/chromatin substrates. As expected, the activity of PRC2 was efficiently enhanced when using polynucleosome arrays as the substrate compared with mono-nucleosomes (Supplementary Fig. 6a). In addition, we found that the activity of PRC2 was significantly stimulated by the preexisting H3K27me3 marks (Fig. 6a). These results suggested that PRC2 adopted a positive feedback loop to propagate H3K27me3 marks along chromatin fibers. According to this model, we hypothesized that the propagation of H3K27me3 may be regulated by the distance between neighboring nucleosomes. Hence, we performed in vitro methyltransferase assays with H1-free and H1-compacted polynucleosome array substrates. Similar to the previous studies^16,23^, the enzymatic activity of PRC2 was robustly stimulated when the chromatin was compacted by the linker histone H1 (Supplementary Fig. 6b, c). Moreover, time-course HMT assay results revealed that the H1-compacted chromatin greatly promoted the propagation of H3K27me3 along chromatin fibers both with and without preexisting H3K27me3 marks (Fig. 6b, c; Supplementary Fig. 6d). To rule out the stimulation was simply caused by the incorporation of linker histone H1, we further tested the activity of PRC2 on mono-nucleosomes with or without the linker histone H1. We found that PRC2 showed comparable enzymatic activity on mono-nucleosomes regardless of H1 addition (Supplementary Fig. 6e). These findings suggested that the propagation of H3K27me3 was promoted by the linker histone H1 mainly via chromatin compaction, which shortened the distance between neighboring nucleosomes. Subsequently, to get a direct observation of the propagation of H3K27me3 along chromatin fiber, we generated 12x-polynucleosome arrays via tetra-nucleosome ligation as previously described (Supplementary Fig. 6f–h). Using this system, we found that PRC2 was recruited and stimulated by preexisting H3K27me3 and thereby led to the propagation of H3K27me3 from proximal to distal nucleosomes along the same chromatin fiber (Fig. 6d). Interestingly, the lateral propagation of H3K27me3 was robustly enhanced by H1-mediated chromatin compaction (Fig. 6d). To further confirm the propagation of H3K27me3 in vivo, we adopted a TetO/TetR targeting system in mESCs previously used in monitoring RYBP/YAF2-PRC1-mediated propagation of H2AK119ub1^24^. In this TetO/TetR targeting system, we observed a broad H3K27me3 domain was established around the 8×TetO sites when overexpressing HA-EED-TetR and FLAG-EZH2 or HA-EZH2-TetR and FLAG-EED in mESCs (Fig. 6e, f). However, when H1c/d/e was knocked out, the establishment of H3K27me3 domains was significantly compromised (Fig. 6e, f). Taken together, our results suggested that H1-compacted chromatin facilitates the lateral propagation of H3K27me3 along chromatin fibers via a positive feedback model and nucleosome-nucleosome pairing mechanism, which plays an important role in regulating the restoration kinetics of H3K27me3 and cell fate maintenance during the DNA replication.

**Fig. 6:**
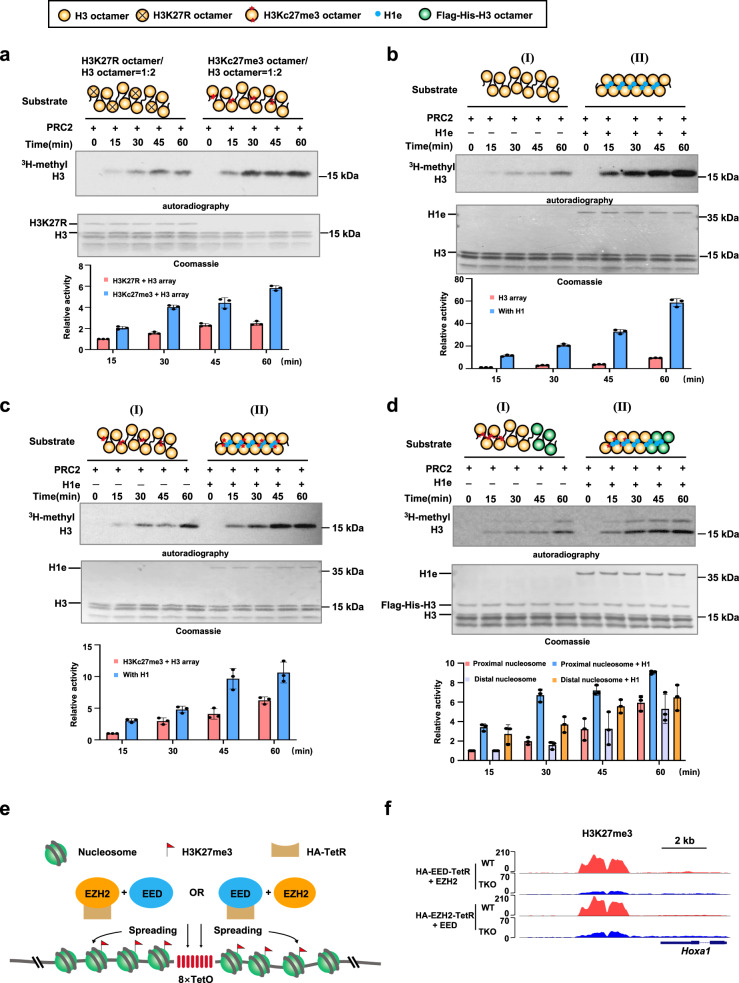
H1-mediated chromatin compaction promotes the propagation of H3K27me3 via a nucleosome-nucleosome pairing mechanism. **a**–**d** In vitro histone methyltransferase assays of PRC2 on different chromatin substrates, the signals of H3K27me3 products were detected by ^3^H-methyl autoradiography, quantitative analysis of ^3^H signals by liquid scintillation. The amount of substrate was detected by coomassie staining. The results are representative of *n* = 3 biologically independent experiments. The data represent means ± S.D. Schematics of the octamers used in chromatin assembly are shown above. In (**a**), the activity of PRC2 on polynucleosome substrates. Left, substrates contained a mixture of H3K27R and H3 octamers in a ratio of 1:2 (mixed before assembly). Right, H3K27R octamers were replaced by H3Kc27me3 octamers. In (**b**), the activity of PRC2 on polynucleosome and H1-compacted chromatin substrates. In (**c**), the activity of PRC2 on polynucleosome and H1-compacted chromatin substrates. Substrates contained a mixture of H3Kc27me3 and H3 octamers in a ratio of 1:2 (mixed before assembly). In (**d**), the activity of PRC2 on 12×polynucleosme substrates with different tetra-nucleosome blocks. H3Kc27me3, H3 and Flag-His-H3 tetra-nucleosomes were sequentially ligated. H1e was added to compact chromatin. **e** Schematic of TetO/TetR targeting system in mESCs. **f** Genome browser tracks of H3K27me3 peaks across the 8×TetO-integrated locus in WT and H1-TKO mESCs following the expression of HA-EED-TetR + FLAG-EZH2 or HA-EZH2-TetR + FLAG-EED. ChIP-seq assay was performed twice. Source data are provided as a Source Data file.

## Discussion

Epigenetics is defined as inheritable information that is stored beyond DNA sequences. Histone modifications are important epigenetic mechanisms that are involved in almost all chromatin-related cellular events, including transcription, DNA replication, repair, etc. During DNA replication, parental and newly synthesized histones are deposited to leading and lagging DNA strands that result in at least a twofold dilution of histone modifications following the passage of replication forks. In order to maintain cell identity, the diluted histone modifications should be precisely restored before the next S phase. Previous studies have revealed that positional information of H3K4me3, H3K36me3, H3K79me3, and H3K27me3 is accurately restored on newly synthesized DNA via histone recycling, and the restoration of H3K4me3 and H3K27me3 levels also occurs via de novo methylation across the cell cycle with mark- and locus-specific kinetics^6–9,30^. In addition, the inheritance of H3K27me3 and H3K9me3 requires DNA-dependent recruitment and positive feedback mechanisms^14^. However, how the restoration of histone modifications on newly synthesized chromatin is temporally and spatially regulated is still poorly understood so far. Here we revealed that H1-mediated chromatin compaction plays an important role in promoting the restoration of H3K27me3 on nascent chromatin that may play important roles in maintaining transcriptional silencing of developmental and tissue-specific genes during the cell division in mESCs (Fig. 7).

**Fig. 7:**
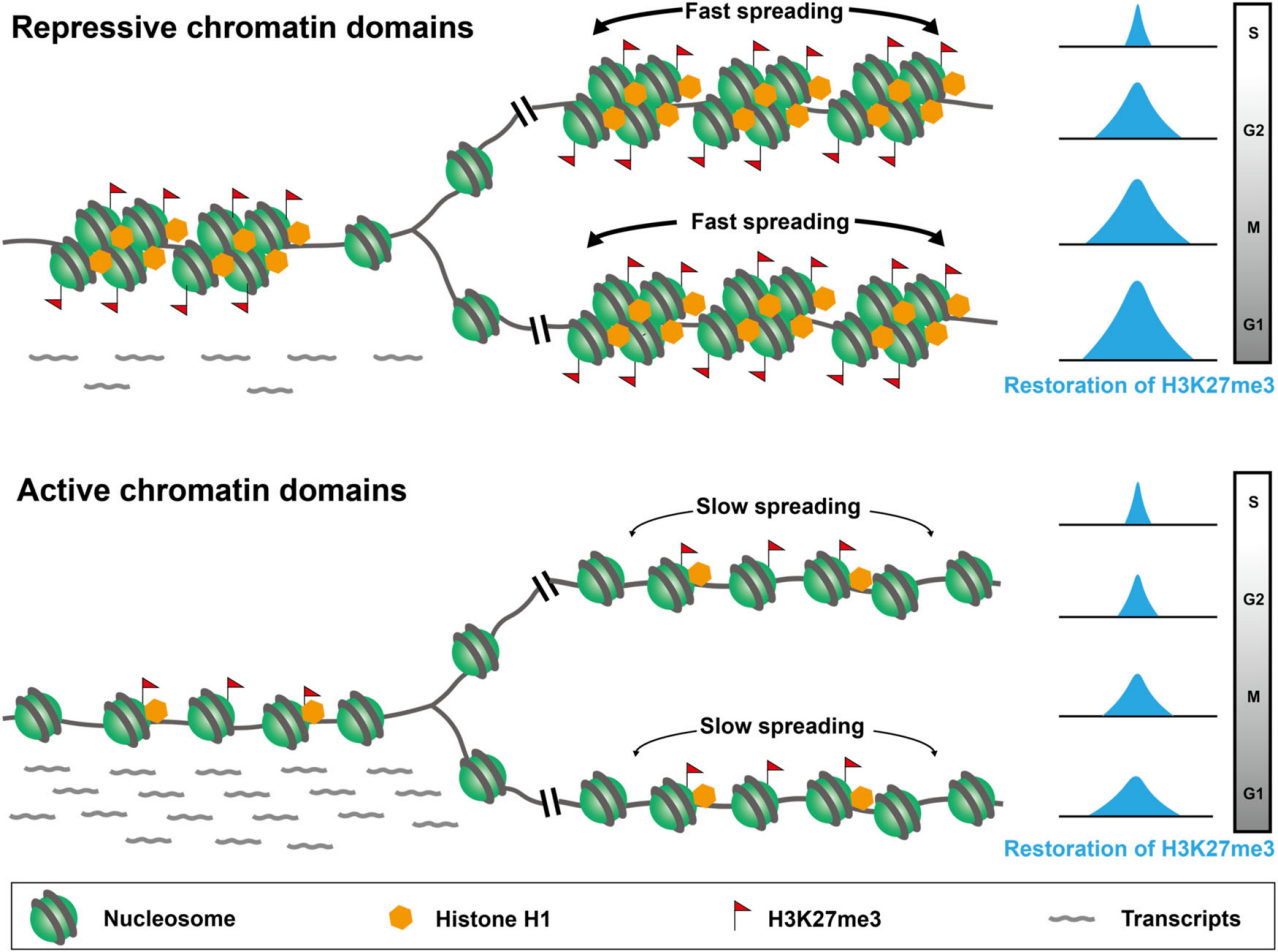
Model of the post-replication restoration of H3K27me3 regulated by H1-mediated nucleosome-nucleosome pairing mechanism at dense heterochromatin regions. During DNA replication, the levels of H3K27me3 on chromatin are diluted at least twofold by the incorporation of newly synthesized histones. In order to maintain the silencing of developmental and tissue-specific genes in mESCs, the linker histone H1 dominantly enriches at heterochromatin regions and compacts chromatin fibers via a nucleosome-nucleosome pairing mechanism that promotes the rapid restoration of H3K27me3 on the repressive genes immediately post-replication. On the contrary, the open chromatin structure with a low level of H1 retards the restoration of H3K27me3 at euchromatin regions that permit the expression of housekeeping genes throughout the cell cycle.

### The restoration of H3K27me3 post replication and its potential roles in silencing developmental and tissue-specific genes in mESCs

The cell cycle is divided into a synthesis phase (S), a mitotic segregation phase (M) and two intervenient gap phases (G1 and G2) that precede S and M phases, respectively^39^. Previous studies have found that the initiation of differentiation mainly occurs in the G1 phase while the loss of pluripotency is subsequently achieved during S and G2 phases^40^, suggesting that the epigenetic perturbation during the cell cycle is essential for cell fate determination. On the other hand, in order to achieve self-renewal of stem cells, daughter cells should faithfully inherit epigenetic information and chromatin states from mother cells during cell division. Inheritance of epigenetic information (e.g., DNA methylation and histone post-translational modifications) in daughter cells mainly occurs in the S and G2 phases^40^ because of the chromatin disassembly ahead of replication forks during S phase^41–43^ and the competition of transcriptional regulators with nucleosomes at newly synthesized DNA post-replication^44^. To elucidate the principle of epigenetic inheritance in depth, in this study, we adopted ChOR-seq (Chromatin Occupancy after Replication) to monitor the dynamic process of the re-establishment of H3K27me3 on nascent DNA during DNA replication. We found that H3K27me3 is re-deposited onto its original position immediately after DNA replication, which is consistent with previous studies^7^. Due to the DNA replication-dependent dilution of H3K27me3, the T0 time point seems to have quite low enrichment. But this might not affect the relative restoration kinetics. Further analysis of H3K27me3 restoration patterns revealed that H3K27me3 restores faster at the dense chromatin regions that enrich with H1, H3K27me3, H3K9me2/3. In order to quantify the restoration rate of H3K27me3 at a genome-wide level, we defined a formula for calculating the restoration rate (RR) of this mark. Based on this model, we found that the “super-fast” and “fast” clusters of H3K27me3 restoration enrich with tissue-specific and bivalent genes, but the “slow” and “bottom-slow” clusters mostly enriched with ES and housekeeping genes in mESCs. Importantly, we also found that the restoration rate of H3K27me3 is negatively correlated with the mRNA levels of the genes among tissue-specific, bivalent, ES and housekeeping gene clusters, which might have a potential role in the post-replication gene silencing. It also supports the hypothesis that DNA replication provides a narrow time for cell fate determination changes by coordinating with intrinsic and extrinsic signals during the cell cycle.

### H1-mediated chromatin compaction plays an important role in regulating the restoration of H3K27me3 following DNA replication

The inheritance of H3K27me3 requires the recycling of parental histones that carry old hPTMs and the restoration of corresponding marks to pre-replication levels. Previous studies have shown that parental histones are retained and randomly positioned to newly synthesized DNA and then moved to their original positions during replication^44–50^. Similarly, a recent study has shown that repressed chromatin domains are preserved through cell division via the local re-deposition of parental nucleosomes^10,51^. Hence, these results suggest that the recycled hPTMs would serve as seeds to be propagated by the “read-write” mode at heterochromatin regions^14^, which is consistent with previous findings that the transmission of H3K27me3-mediated repression during cell division needs DNA-dependent and -independent mechanisms^18,52^. Recently, the transmission of parental histones onto newly synthesized leading and lagging strands has been extensively explored^8,9,45,53^. However, the restoration kinetics of hPTMs on newly synthesized chromatin is still unclear.

H3K27me3 are deposited by PRC2. Biochemical and proteomic analyses revealed that mutually exclusive incorporation of accessory subunits divides PRC2 into two holocomplexes: PRC2.1 and PRC2.2^54–56^. PRC2.1 comprises a *polycomb*-like protein (PCL1/PHF1, PCL2/MTF2, or PCL3/PHF19) along with EPOP or PALI1/2. However, PRC2.2 comprises two zinc-finger-containing proteins (AEBP2 and JARID2)^56,57^. Genomic analyses have found that H3K27me3 distributes broadly and marks large facultative heterochromatin domains. Using an inducible H3K27me3-domain collapse and reconstitution system, a recent study reveals that PRC2 is stably recruited to a limited number of nucleation sites by JARID2 and MTF2 to form H3K27me3 seeds^15^. Subsequently, PRC2 is allosterically activated by the binding of EED with the H3K27me3 seeds and rapidly propagates H3K27me2/3 in cis and in far-cis via long-range contacts^15^. In our study, we found that the activity of PRC2 is greatly enhanced by preexisting H3K27me3 using in vitro HMT assays, supporting the idea that PRC2 is allosterically stimulated by its products. In addition, cumulating studies have suggested that H2AK119ub1, noncoding RNA, H3K36me3 and CpG islands also play important roles in recruiting PRC2 to specific genomic regions^57^. In the nucleus, chromatin is hierarchically organized into higher-order chromatin structures that, in turn, serve as templates for histone-modifying enzymes. Several studies have found that the activity of PRC2 is activated by linker histone H1 on di- and polynucleosomes^16,58^; H1c/d/e-TKO and H1c/e-DKO lead to decreased H3K27me3 and increased H3K36me2 in lymphocytes^23,25^, suggesting that higher-order chromatin structures play important roles in regulating PRC2 activity. Consistent with these observations, we found that H3K27me3 highly correlates with histone H1e across the genome, and H1-TKO results in a significant reduction of H3K27me3 in mESCs. In addition, the activity of PRC2 was further enhanced by H1 on polynucleosomes. These results suggested that the nucleosome-nucleosome pairing mechanism in H1-mediated chromatin compaction plays an important role in facilitating the propagation of H3K27me3 along chromatin fibers. Using ChOR-seq, we interestingly found that genomic regions that rapidly restore to their maxima of H3K27me3 after DNA replication enrich repressive hPTMs and H1e, suggesting the restoration of H3K27me3 may be regulated by the higher-order chromatin structure. Consistent with this, we found that the restoration of H3K27me3 after DNA replication is significantly compromised in H1-TKO mESCs compared with wild-type mESCs. Moreover, the restoration rate of H3K27me3 at the dense chromatin regions is greatly compromised by H1-TKO compared with that in the open chromatin regions. These results all support the conclusion that H1 plays a critical role in promoting the restoration rate of H3K27me3 during and after DNA replication via compacting chromatin structure, which obviously shortens the nucleosome distance via nucleosome-nucleosome pairing mechanism as described previously^24,27^.

In sum, our study revealed the dynamic restoration of H3K27me3 in different functional regions of the genome and that H1-mediated chromatin compaction facilitates the restoration of H3K27me3 on newly synthesized chromatin which may contribute to remembering the developmental and tissue-specific genes in silencing states during the cell division in mESCs.

## Methods

### mESCs cell lines

All knockout and knock-in cell lines were generated by CRISPR/Cas9-mediated genome editing using pX260 vector. The guide sequence for *H1c/d/e* triple knockout mESCs is: 5′-CTTCTCCACATCGTACCCCG-3′ (conserved sequence for *H1c*, *H1d* and *H1e* genes in mouse). 

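A search of the NCBIM37 genome for this sequence next to an NGG motif, with up to 2 mismatches, found 3 exact sites, all on chromosome 13. They lie at 23647167 to 23647186 in the coding exon of H1d (Hist1h1d), at 23714142 to 23714161 in that of H1e (Hist1h1e) and at 23830923 to 23830942 in that of H1c (Hist1h1c). The motif was CGG at each of them. No site with 1 mismatch was found, and the only site with 2 mismatches was intergenic, at 103459749 to 103459768 on the same chromosome. Its substitutions are T5C and G13C, with positions counted from 1 at the guide's 5′ end. In the H3K27me3 peak lists of WT and H1-TKO mESCs, peaks lay beside the 3 exact sites in both genotypes. The peak next to the H1d site, from 23645968 to 23647099 in WT, had a score of 944.8 in WT and 967.7 in H1-TKO mESCs. That next to the H1c site, from 23830162 to 23830854 in WT, had scores of 845.7 and 893.1, and that next to the H1e site 429.4 and 727.9. None of these 3 sites was covered by a peak in either list.

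**Figure D5:**
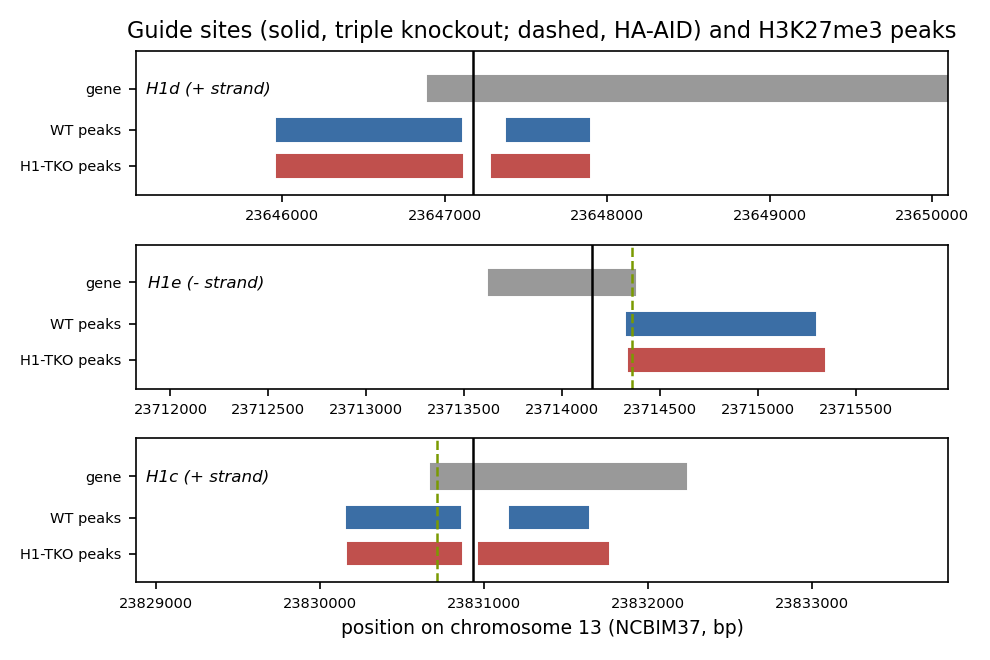
Guide sites, genes and H3K27me3 peaks at H1d, H1e and H1c on chromosome 13 of NCBIM37, with positions in bp. Grey bars are genes, blue and red bars the WT and H1-TKO peaks, solid lines the sites of the triple knockout guide and dashed lines those of the HA-AID guides, and the peaks end beside the solid lines, as at 23647099 in WT for the H1d site at 23647167.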

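HA-AID lines carry the HA-AID tag on an H1 gene, here H1c or H1e. In the NCBIM37 genome, the guide sequence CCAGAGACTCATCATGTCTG had 1 exact site beside an NGG motif, at 23830705 to 23830724 on chromosome 13, on the plus strand in the coding exon of H1c (Hist1h1c). Its motif was AGG. Another 3 sites had 2 mismatches, of which 2 were intergenic, on chromosomes 3 and 4, and 1 lay in an intron of Gm20388 on chromosome 8. For the sequence AGCAGGCGCGGTCTCGGACA the search gave 1 exact site, at 23714346 to 23714365 on chromosome 13 in the coding exon of H1e (Hist1h1e), with the motif TGG, and no other site with up to 2 mismatches. Both exact sites lay within an H3K27me3 peak in WT and in H1-TKO mESCs.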

The guide sequence for HA-AID-*H1c* mESCs is: 5′-CCAGAGACTCATCATGTCTG-3′; The guide sequence for HA-AID-*H1e* mESCs is: 5′-AGCAGGCGCGGTCTCGGACA-3′. After transfection, we plated cells into three 10 cm culture plates with serially diluted density and screened with 1 µg/ml puromycin or 1 mg/ml neomycin. Ten days later, single-cell clones were picked out, and the genotypes were identified by PCR-coupled DNA sequencing. To evaluate the reduction of H1 in H1-TKO mESCs, we performed acid extraction for histones from wild-type and H1-TKO mESCs and evaluated the reduction of H1 in H1-TKO mESCs using Coomassie staining methods.

For generating 8×TetO knock-in mESCs, we directly fused the 8×*tetO* arrays with the human *CYP26A1* promoter that drives the expression of the *EGFP* gene. The guide sequence for CRISPR/Cas9 is: 5′-TCTGAACTGGCTGTTTAGTC-3′. To study the role of histone H1-mediated chromatin compaction in promoting H3K27me3 propagation, HA-EZH2-TetR and FLAG-EED or HA-EED-TetR and FLAG-EZH2 were overexpressed in wild-type or H1c/d/e-TKO targeting mESCs, respectively. All mESCs were grown on gelatin-coated tissue culture plates in the presence of 1000 U/ml of mLIF (Millipore, USA) with Dulbecco’s minimal essential medium (Millipore, USA) supplemented with 15% FBS (Ausbian, AUS), 100 mM nonessential amino acids, 0.1 mM β-mercaptoethanol, 2 mM L-glutamine, nucleosides and antibiotics (Millipore, USA).

### RNA preparation, RT-qPCR and poly(A) RNA-seq

The total RNA was purified with TRIzol reagent (Invitrogen) according to the manufacturer’s instructions. Quantitative real-time PCR (qPCR) analyses were performed on an Applied Biosystems StepOne Plus Real-Time PCR system using the FastStart Universal SYBR Green Master (Roche). The primer pairs used for the qPCR experiments were the following:

Rtbdn: sense 5′-AGAGGACCATCTCAGCCTCA-3′, antisense 5′-GGATACTGAGGGCTGTTGGA-3′;

Cbx2: sense 5′-GCGAGCTCTTTCCAAAGCAG-3′, antisense 5′-AGGCTGCGAATCCAAAGTCA-3′;

Sp5: sense 5′-AGAGACTGTCTTGGCGGAAA-3′, antisense 5′-AACCGGAGTCAGAAAAGCAA-3′;

Dmrta2: sense 5′-CCTTGCAGGACCATGGTTCT-3′, antisense 5′-CATCTGCTAGGCACCCAGAG-3′. ChIP enrichment are normalized to the input of chromatin.

For poly(A)-RNA-Seq, DNA libraries were prepared according to the Illumina TruSeq protocol and sequenced using a HiSeq2000 system at Beijing Berry Genomics Co., Ltd.

### Western blotting and antibodies

The antibodies used in our study are: anti-HA (H3663, 1:2000 dilution) from Sigma; anti-H3 (ab1791, 1:5000 dilution), anti-H3K9me3 (ab8898, 1:2000 dilution), anti-H3K4me3 (ab8580, 1:2000 dilution), anti-H3K36me2 (ab9049, 1:2000 dilution), anti-H3K36me3 (ab9050, 1:2000 dilution), anti-H4K20me2 (ab9052, 1:2000 dilution) and anti-H4K20me3 (ab9053, 1:2000 dilution) from Abcam; anti-H1 (pAb)(61202, 1:2000 dilution) from Active Motif; anti-H3K27me3 (9733S, 1:2000 dilution) and anti-SUZ12 (3737S, 1:2000 dilution) from CST; anti-H3K9me2 (NB21-1072S, 1:2000 dilution) from NOVUS and anti-H3K4me2 (07-030, 1:2000 dilution) from Millipore; anti-V5 (P01L075, 1:2000 dilution) from Gene-Protein Link. The uncropped and unprocessed scans of all of the blots are shown in the Source Data file.

### Protein expression and purification

All histones were purified in BL21 (DE3) pLys *E. coli* cells that were transfected with pET3a-histones or pET28a-His-H1e plasmids, recombinant protein expression was induced by 0.5 mM IPTG for 4 h at 37 °C. For H2A, H2B, H3 and H4 histones, *E. coli* cell pellets were resuspended in 100 ml wash buffer (50 mM Tris-HCl, pH 7.5, 100 mM NaCl, 1 mM Na-EDTA, 1 mM benzamidine) and sonicated 200 cycles at 300 W. After centrifugation at 23,000×*g* for 20 min, inclusion bodies were washed with wash buffer + 1% Triton X-100 twice, and then washed with wash buffer twice. The inclusion bodies were finally resuspended in unfolding buffer (7 M guanidinium HCl, 20 mM Tris-HCl, pH 7.5, 10 mM DTT) for resolving histone H2A, H2B, H3 and H4, respectively. For extracting His-tagged H1e, the inclusion bodies were resuspended in H1-unfolding buffer (1 M NaCl, 50 mM Tris-HCl, pH 7.5, 5 mM 2-Mercaptoehanol) and dialyzed into buffer A (50 mM Tris, pH 7.5, 500 mM NaCl), then sequentially purified with Heparin column and hydroxyapatite using a linear gradient (200–1000 mmol/L) K_2_HPO_4_ + KH_2_PO_4_ buffer (pH 6.8).

### Reconstitution of nucleosomes and chromatin fibers

For reconstitution of histone octamers, equimolar H2A, H2B, H3 and H4 histones were mixed and dialyzed against 2 L refolding buffer (2 M NaCl, 10 mM Tris-HCl, pH 7.5, 1 mM EDTA, 5 mM 2-Mercaptoethanol) overnight at 4 °C with at least two times changes of refolding buffer. The histone octamers were purified through Superdex 200 column (GE)^59^.

Mono-nucleosomes and polynucleosomes were assembled using the salt-dialysis method^59^. Octamers and DNA were mixed in a buffer containing 10 mM Tris-HCl, pH 8.0, 1 mM EDTA and 2 M NaCl, and then the mixture was dialyzed against 450 ml of this buffer. Subsequently, the concentration of NaCl was gradually diluted to 0.6 M through pumping in 1×TE (10 mM Tris-HCl, pH 8.0, 1 mM EDTA). Finally, the nucleosomes were dialyzed with HE buffer (10 mM HEPES-KOH, pH 8.0, 0.1 mM EDTA). H1 was added before HE dialysis, and the mixture was dialyzed for an additional 3 h in 0.6 M NaCl buffer.

Heterotypic nucleosome arrays were generated as follows^24^. Briefly, 4×polynucleosome blocks were first constituted by the salt-dialysis method. Then the three chromatin blocks were joined using T4 DNA ligase (NEB, 5 U/μl) in 70 mM Tris-HCl (pH 7.5), 5 mM MgCl_2_, 1 mM ATP and 10 mM DTT. After 4 h incubation at 16 °C, the reactions were centrifuged at 17,000×*g* for 10 min at 4 °C. The pellets containing 12×polynucleosomes were re-dissolved in 1xTE buffer and dialyzed with 2 L 1×TE buffer overnight at 4 °C. For generating H1-compacted chromatin, ligated chromatin was dialyzed against 1 L 1×TE with 0.6 M NaCl and H1e was added for additional 3 h dialysis, then the buffer was changed into 1×TE via overnight dialysis. The uncropped and unprocessed scans of all of the blots are shown in the Source Data file.

### HMT assays

HMT assays were performed as reported previously with some modifications^59^. For details, the enzymatic reaction system includes 50 mM Tris-HCl (pH 8.5), 1 mM MgCl_2_, 4 mM DTT and 1 μg of nucleosome substrates. For quantifying H3K27me3 products, 0.5 μM S-adenosyl-L-[methyl-^3^H] methionine (^3^H-SAM) was added for each reaction, and enzymatic activity of PRC2 was titrated from 50 to 200 ng at 30 °C for 60 min. In the time-course experiments, 100 ng of PRC2 was used for each reaction, and they were incubated at 30 °C for the indicated times. The uncropped and unprocessed scans of all of the blots are shown in the Source Data file.

### ChIP-seq, ChOR-seq and replicated DNA isolation

For synchronized ChOR-seq set-up: R1 cells were synchronized at G1/S entrance with a single thymidine block (2 mM, 14 h) and then released the cells to a fresh medium for 2 h (middle S phase). The cells were pulse-labeled with 20 μM EdU (SANTA CRUZ, sc-284628) for 15 min. Immediately following the EdU pulsing, nascent chromatin samples (T0) were collected. The remaining cells were washed twice with cold PBS and chased with fresh medium for different time lengths (T2-T6); we performed cell cycle blocking with 2 mM thymidine 3 h after EdU labeling (T3) to prevent cells entering into the next S phase. For asynchronized ChOR-seq set-up: R1 cells were pulse-labeled with 20 μM EdU for 20 min. Immediately following the EdU pulsing, nascent chromatin samples (T0) were collected. The remaining cells were washed twice with cold PBS and chased with fresh medium and incubated at 37 °C until collection at the indicated time point; we also performed cell cycle blocking with 2 mM thymidine 3 h after EdU labeling (T3) to prevent cells from entering into next S phase. *Drosophila* S2 cells were labeled with EdU (10 μM) for 39 h as spike-in chromatin samples.

The ChIP-seq and ChOR-seq protocol was adapted and modified as reported previously^7,8,60^. Briefly, R1 cells were immediately fixed in 1% formaldehyde for 15 min. Then, glycine was added to a final concentration of 0.125 M and the reaction was incubated for 5 min at room temperature. Fixed mESCs were resuspended in nuclei lysis buffer (50 mM Tris-HCl, pH 8.0, 10 mM EDTA, 1% SDS and protease inhibitors) and sheared to 300- to 500-bp-sized fragments. In parallel, *Drosophila* S2 cells were fixed, lysed, and sheared as described above. Then, 40 μg of sheared chromatin was mixed with 2 μg of *Drosophila* S2 chromatin and then diluted 10 times using ChIP dilution buffer (50 mM Tris-HCl pH 8.0, 0.167 M NaCl, 1.1% Triton X-100, 0.11% sodium deoxycholate and protease inhibitors). Diluted chromatin was pre-cleared with Dynabeads^TM^ protein A/G 1 h before incubating with H3K27me3 (Cell Signaling Technology, 9733S) antibodies overnight at 4 °C. Then, antibody–chromatin complexes were captured with Dynabeads^TM^ protein A/G and washed with RIPA150 (50 mM Tris-HCl pH 8.0, 0.15 M NaCl, 1 mM EDTA, 0.1% SDS, 1% Triton X-100, 0.1% sodium deoxycholate and protease inhibitors) once, RIPA500 (50 mM Tris-HCl pH 8.0, 0.5 M NaCl, 1 mM EDTA, 0.1% SDS, 1% Triton X-100, 0.1% sodium deoxycholate and protease inhibitors) twice, RIPA-LiCl (50 mM Tris-HCl pH 8.0, 1 mM EDTA, 1% NP-40, 0.7% sodium deoxycholate, 0.5 M LiCl and protease inhibitors) twice and 1×TE twice. Chromatin was eluted in 200 µl nuclei lysis buffer and de-crosslinked at 65 °C for 6 h, then digested with proteinase K (final concentration: 0.1 mg/ml) for 1 h digestion at 55 °C. DNA was extracted and then subjected to end repair, A-tailing, and adapter ligation using the NEB Ultra II DNA Library Prep kit (E7645) following the manufacturer’s instructions for ChIP-seq assays. For ChOR-seq assays, EdU pulse labeled DNA was biotinylated under the following conditions: 15 mM Tris-HCl, 0.5 mM biotin-TEG-azide (Jena Bioscience), 0.1 mM CuSO_4_ (Sigma-Aldrich), 0.5 mM THPTA (Sigma-Aldrich), and 10 mM sodium ascorbate (Sigma-Aldrich) for 45 min at room temperature. DNA fragments were purified using AMPure XP beads and resuspended in 1×TE buffer. Next, biotinylated DNA was purified using MyOne streptavidin C1 beads (Life Technologies) as follows: 6 μl beads (per sample) were balanced and washed with 1×BW&T buffer (5 mM Tris-HCl pH 7.5, 0.5 mM EDTA, 1 M NaCl, 0.05% (V/V) Tween-20) three times and then resuspended in 2×BW&T buffer. Streptavidin beads were then mixed 1:1 with biotinylated DNA and rotated for 45 min at room temperature. Then, the beads were washed four times with 1×BW&T and twice with 1×TE with 0.05% Tween-20, then washed once with 10 mM Tris-HCl (pH 7.5) and resuspended in 10 μl ddH_2_O finally. The beads were incubated at 98 °C for 10 min to perform 15 cycles of PCR amplification. The beads were separated with a magnetic rack and then PCR products in the supernatant were purified with AMPure XP beads (1×).

### Flow cytometer

For cell cycle analysis with propidium iodide (PI): cells were detached from the dish by trypLE^TM^ express (Gibco) digestion and washed with 1×PBS. The cells were resuspended with 0.4 ml cold PBS, followed by adding 1 ml of cold 100% ethanol slowly on a vortexer. Then, the fixed cells were washed with 1 ml PBST and resuspended with 400 μl 10 μg/ml propidium iodide (Sigma) buffer supplemented with 20 μg/ml of RNase A (Thermo Fisher), and the reactions were incubated at room temperature for 30 min. Samples were stored on ice and protected from light until analysis by flow cytometry (20,000 cells per sample, BD FACS Calibur). Flow cytometry profiles were analyzed by FlowJo 10.

For EdU incorporation analysis: EdU pulsed cells were detached from the dish by trypLETM express (Gibco) digestion and washed with PBS. The cells were resuspended with 0.4 ml cold PBS, followed by adding 1 ml cold 100% ethanol slowly on a vortexer. Then, the fixed cells were permeabilized in PBS with 0.25% Triton X-100 for 10 min at room temperature. Cells were spun down at 500×*g* for 5 min at room temperature and resuspended in 1×PBS for counting. Then, 5 × 10^6^ cells were transferred to a new tube, spun down at 500×*g* for 5 min at room temperature, and resuspended in Click-IT reaction mix with the following conditions: 1×Click-IT buffer (Click-iT EdU Alexa Fluor 647 Imaging Kit, Thermo Fisher, C10340), and Alexa Fluor azide (1:1000), 2 mM CuSO_4_, 1×Click-IT addictive and 0.05% Triton X-100. Cells were incubated for 30 min at room temperature in the dark, then spun down and washed with 1 ml PBST four times. After that, cells were resuspended with 400 μl 10 μg/ml propidium iodide (Sigma) buffer supplemented with 20 μg/ml of RNase A (Thermo Fisher), and the reactions were incubated at room temperature for 30 min. Samples were stored on ice and protected from light until analysis by flow cytometry (20,000 cells per sample, BD FACS Calibur). Data were collected by CellQuest. Flow cytometry profiles were analyzed by FlowJo 10. The gating strategy used for cell cycle analysis is provided in Supplementary Fig. 7.

### Electron microscopy (EM)

Reconstituted chromatins were fixed with 0.4% glutaraldehyde (Fluka) in (10 mM HEPES, pH 8.0, 0.1 mM EDTA) on ice for 30 min and then mixed with a buffer containing 2 mM spermidine. The samples were loaded to the glow-discharged carbon-coated EM grids and incubated for 2 min. The grids were stepwise washed in 20 ml of 0%, 25%, 50%, 75%, and 100% ethanol solution for 4 min/each at room temperature, then air dried and shadowed with tungsten at an angle of 10° with rotation. The samples were evaluated under a FEI Tecnai G2 Spirit 120 kV transmission electron microscope.

### ChIP-seq analysis

The previously published ChIP-seq data were downloaded from Sequence Read Archive BioProject under accession code: SRR925639, SRR1044607, SRR925640, SRR1648485, SRR1130791, SRR925641, SRX837353, SRX8373532, SRX4386198, SRX111869, SRR2673297SRR925647SRX317656SRR1799183SRR1635424. The ChIP-seq generated in this study has been deposited in the GEO under accession code GSE192984.

All the ChIP-seq data were mapped to the *Mus musculus* genome (mm9) and *Drosophila melanogaster* genome assembly (dm6) using bowtie2^61^ (version 2.2.5) with the default parameters. Low-quality reads and PCR duplicates were removed by samtools (version 1.2.1) and retained the uniquely mapped tags. Enriched peaks were called using MACS^62^ (version 1.4.2). The *p*-value cutoff for peak detection was 1e^−5^ with MACS14. Reads were normalized with fly reference as the previous study^63^. Peak overlapping was analyzed with Bed tools (version 2.17.0). HOMER^64^ was used to annotate the peaks and count the read density at promoter and peak regions. Hierarchical clustering was performed using the unweighted pair group method, with the distance between profiles computed as Pearson’s correlation coefficients by ggplot2. Heat maps were generated by Java Treeview^65^. Genome browser tracks were shown by UCSC Genome Browser^66^. Scatter plots, box plots and other plots were generated by R (http://www.r-project.org/) or Microsoft Excel.

### RNA-seq and gene expression analysis

The RNA-seq generated in this study has been deposited in the GEO under accession code GSE192984. The pair-end RNA-seq reads were mapped to the *Mus musculus* mm9 gene annotation model using Subread^67^ with the default parameters, and only uniquely mapped reads were used for further analysis. The differential expression between samples was performed with featureCounts^68^ and R package DESeq2^69^. 

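The p-values and log2 fold changes in the source data of Fig. 3g were compared with a DESeq2 Wald test run on the recovered reads of all 34010 accessions without a filter. In every row that was read (100%), with 18633 of 20632 not read, both values equalled those of DESeq2 within 0.1%. An unmoderated linear model per gene on log2(normalized count + 1), the closest to the test named in the legend of Fig. 3g, gave the same p-value in 1 of the 1904 rows it tested. With the DESeq2 test, 602 accessions were higher and 755 lower in H1-TKO mESCs at an unadjusted p under 0.01 and at least 2-fold, with the genotypes of the paper's table, which the sample labels reverse. This setting was added after the data were seen.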

Gene enrichment for one gene group was analyzed by Metascape^70^.

### ChOR-seq bioinformatics analysis

The ChOR-seq data generated in this study have been deposited in the GEO under accession code GSE192984. All sequencing data were mapped to the *Mus musculus* genome assembly (mm9) and *D. melanogaster* genome assembly (dm6) using bowtie2^61^, with the default parameters. Low-quality reads and PCR duplicates were removed by samtools^71^, and only uniquely mapped reads that map to a unique genomic location and strand were kept. Reads were normalized with fly reference^63^. The enriched regions (peaks) were detected using MACS^62^. The *p*-value cutoff for peak detection was 1e^−5^ with MACS14. Time series cluster analysis was performed by the TCseq package (https://bioconductor.riken.jp/packages/3.7/bioc/vignettes/TCseq/inst/doc/TCseq.pdf). Hilbert curves of H3K27me3 ChOR-seq data are visualized by the R package HilbertCurve^72^. Other analyses were performed as same as described for ChIP-seq data.

### Replicated regions definition and coverage calculation

The raw reads of EdU-labeled counts were generated over 1000 bp windows with a 100-bp step, and the probabilities were generated for each window by assuming a Poisson distribution. Windows with *p* < 1 × 10^−4^ after Benjamini–Hochberg correction were kept; overlapping windows were merged as replicated regions. H3K27me peaks, which overlapped with the replicated regions, were used for further analysis. The coverage is calculated by the proportion of H3K27me3 peaks labeled by EdU in all H3K27me3 peaks.

### Calculation of restoration rate

First, the normalized read frequencies for every enriched peak region were counted for each time-course point. Then, fitting quadratic function on the four values was performed for each peak region. Third, we selected n time points from T0 to Tx which correspond to the highest value of a quadratic function. Then, we counted the derivative for the n points, and the average of derivatives was used to represent the restoration speed. Here, we set n as 10000 and found that when n is greater than 1000, RT is relatively stable.

### Restoration rate (RR) distribution

Analysis regions were defined as ±750 bp centered at the summit of parental H3K27me3 peaks labeled by EdU. From the starting point, we slided a window every 300 bp and generated five windows. We calculated the RR for all five windows according to the calculation method of RR and then counted the average RR of all peaks in the same window.

### Reporting summary

Further information on research design is available in the Nature Portfolio Reporting Summary linked to this article.

## Supplementary information

Supplementary Information

Peer Review File

Reporting Summary

## Data Availability

ChIP-seq, ChOR-seq and RNA-seq data that generated in this study have been deposited in the GEO under accession code GSE192984. Previously published ChIP-seq data that were re-analyzed here are available in SRA under the accession codes: SRX7585130 (MNase-seq), SRR1703159 (ATAC-seq), SRR579162 (DNase-seq), SRR925639 (H3K4me1 ChIP-seq), SRR1044607 (H3K4me2 ChIP-seq), SRR925640 (H3K4me3 ChIP-seq), SRR1648485 (H3K9me1 ChIP-seq), SRR1130791 (H3K9me2 ChIP-seq), SRR925641 (H3K9me3 ChIP-seq), SRX8373531 (H3 ChIP-seq), SRX8373532 (H4 ChIP-seq), SRX4386198 (H3.3 ChIP-seq), SRX111869 (H2A.Z ChIP-seq), SRR2673297 (H3K27me3 ChIP-seq), SRR925647 (H3K36me3 ChIP-seq), SRX317656 (H3K27ac ChIP-seq), SRR1799183 (H3K56ac ChIP-seq), SRR1635424 (H3K79me2 ChIP-seq). Source data are provided with this paper.

## Source data

Source Data

# Supplementary material for: Histone H1 facilitates restoration of H3K27me3 during DNA replication by chromatin compaction
**Source:** Nat Commun. 2023 Jul 10;14:4081. doi: 10.1038/s41467-023-39846-y
**Supplement:** Supplementary file 1 — Supplementary Information

## **Supplementary Information**

### **Histone H1 facilitates restoration of H3K27me3 during DNA replication by chromatin compaction**

Cuifang Liu<sup>1,#</sup>, Juan Yu<sup>1,#</sup>, Aoqun Song<sup>1,2,#</sup>, Min Wang<sup>1</sup>, Jiansen Hu<sup>3</sup>, Ping Chen<sup>1,4</sup>, Jicheng Zhao<sup>1,\*</sup> and Guohong Li<sup>1,2,5,\*</sup>

<sup>#</sup>These authors contributed equally to this work.

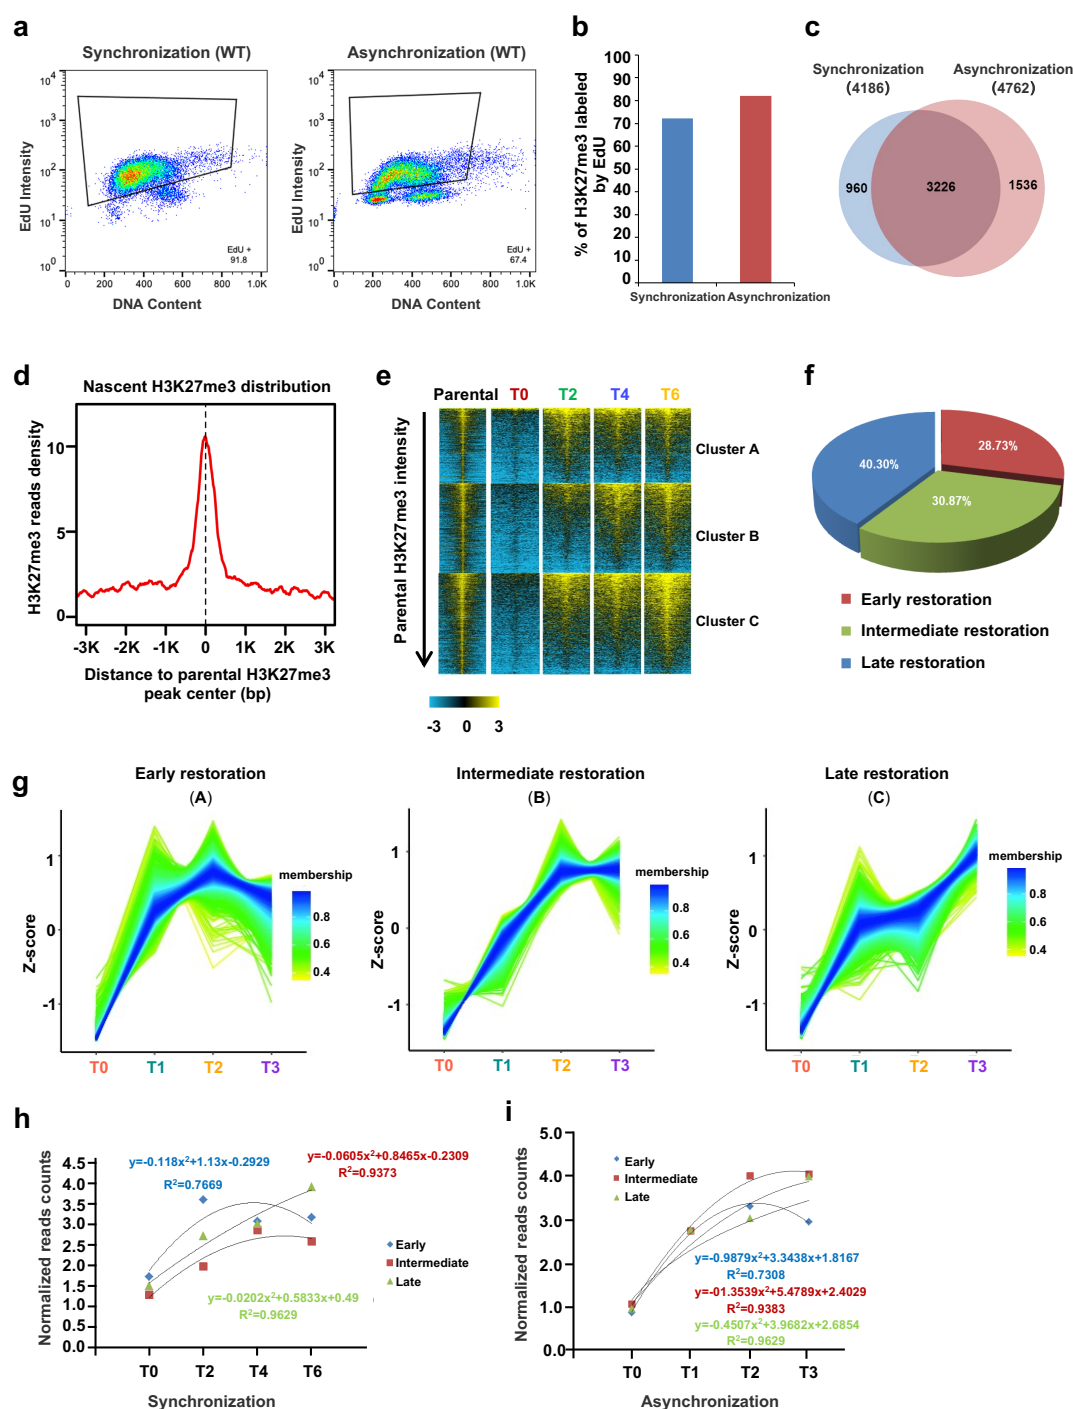

**Supplementary Fig.1 H3K27me3 exhibits faster restoration at the dense repressive regions post DNA replication.**

(a) Representative flow cytometry profiles of EdU-labeled cells in nascent samples of synchronized and asynchronous mESCs. The ChOR-Seq assays in asynchronous mESCs were performed twice. (b) Bar plots showing % of H3K27me3 peaks labeled by EdU versus total H3K27me3 peaks in synchronized and asynchronous mESCs in

the ChOR-seq experiments. **(c)** Venn diagram showing the overlapping of EdU-labeled H3K27me3 peaks in synchronized (blue) and asynchronous (orange) mESCs. **(d)** ChIP-seq cumulative enrichment of nascent H3K27me3 deposition, centered at the peak summit of parental H3K27me3 ( $\pm 3$  kb). Signal is quantitated using reference-adjusted reads per kilobase per million (RPKM). **(e)** Heat map analysis of H3K27me3 ChOR-Seq signals across H3K27me3-enriched regions ( $\pm 3$  kb) at different time points post-replication among clusters A-C, ranked from the highest to the lowest ChIP-Seq signals in mESCs. Colour intensity represents normalized and globally scaled tag counts. **(f)** Pie chart showing the percentage of the H3K27me3 clusters (early, intermediate and late restoration) in the EdU-labeled H3K27me3 peak regions. **(g)** Clusters of the restoration pattern of H3K27me3 in the asynchronous mESCs at the EdU-labeled H3K27me3-enrichment peak regions using time series cluster analysis. **(h-i)** Mathematical model for the restoration of H3K27me3 in synchronized (h) and asynchronous (i) mESCs among clusters A-C. Signal is quantitated using reference-adjusted reads per kilobase per million (RPKM). Source data are provided as a Source Data file.

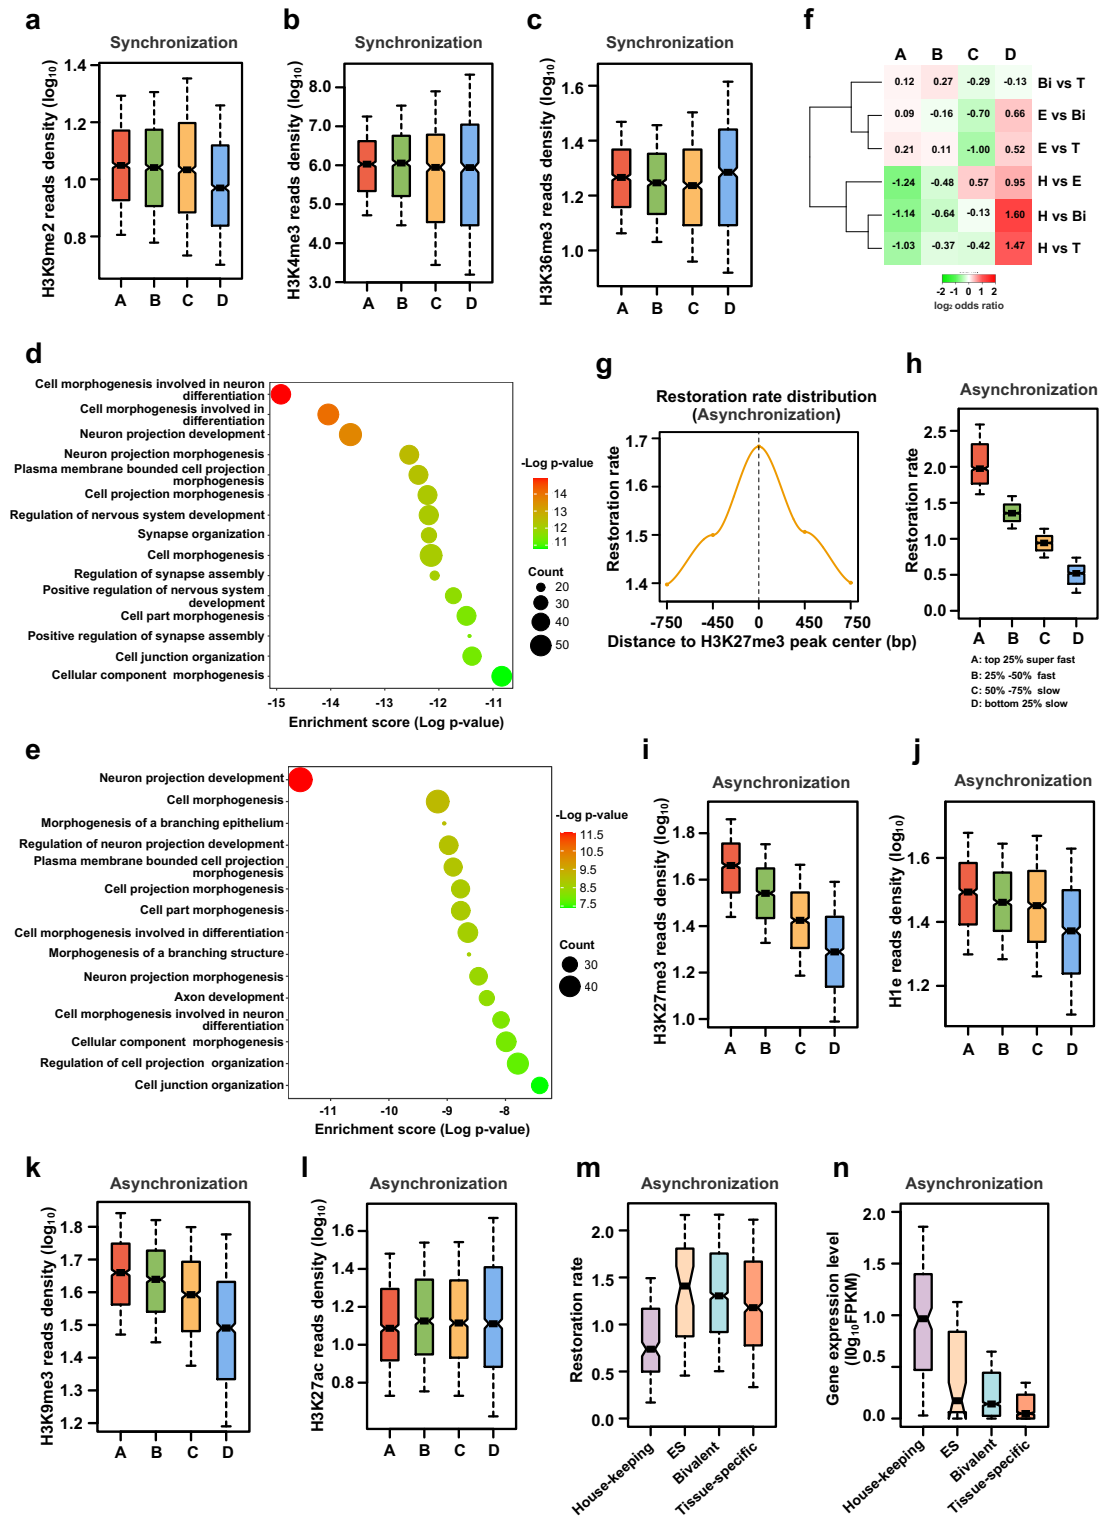

**Supplementary Fig. 2 The restoration rate of H3K27me3 is positively correlated with repressive chromatin states.**

(a-c) Boxplots showing the average reads density of H3K9me2 (a), H3K4me3 (b) and H3K36me3 (b) among cluster A-D in the synchronized mESCs ( $n=1046$  for A,  $n=1047$

for B,  $n=1046$  for C,  $n=1047$  for D). Signal is quantitated using reads per kilobase per million (RPKM). **(d, e)** GO enrichment analysis of the genes in cluster C (d) and cluster D (e). **(f)** Heat map showing the significance of the representation among different gene functional groups (relative to Fig.2j). Colour intensity represents  $\log_2$  odds ratio. **(g)** Average profiles of restoration rate of H3K27me3 in the asynchronous mESCs across  $\pm 750$  bp EdU-labeled H3K27me3 peak center. Calculated using 1.5 kb windows with a 300 bp step, please see details in Methods section. **(h)** Boxplot showing the clusters of EdU-labeled H3K27me3 peaks in the asynchronous mESCs according to its restoration rate ( $n=1115$  for A,  $n=1116$  for B,  $n=1115$  for C,  $n=1116$  for D). **(i-l)** Boxplots showing the average reads density of H3K27me3 (i), H1e (j), H3K9me3 (k) and H3K27ac (l) among cluster A-D in the asynchronous mESCs ( $n=1115$  for A,  $n=1116$  for B,  $n=1115$  for C,  $n=1116$  for D). Signal is quantitated using reads per kilobase per million (RPKM). **(m, n)** Boxplot showing the restoration rate of H3K27me3 (m) and the gene expression levels (n) among different gene functional groups in the asynchronous mESCs ( $n=200$  for House-keeping genes,  $n=49$  for ES genes,  $n=1488$  for Bivalent genes,  $n=881$  for Tissue-specific genes). FPKM: fragments per kilobase of transcript per million fragments sequenced. The box plots (a-c, h-n) include the median line (median value indicated), the box denotes the interquartile range (IQR), whiskers denote the rest of the data distribution, and outliers are denoted by points greater than  $\pm 1.5 \times \text{IQR}$ . Source data are provided as a Source Data file.

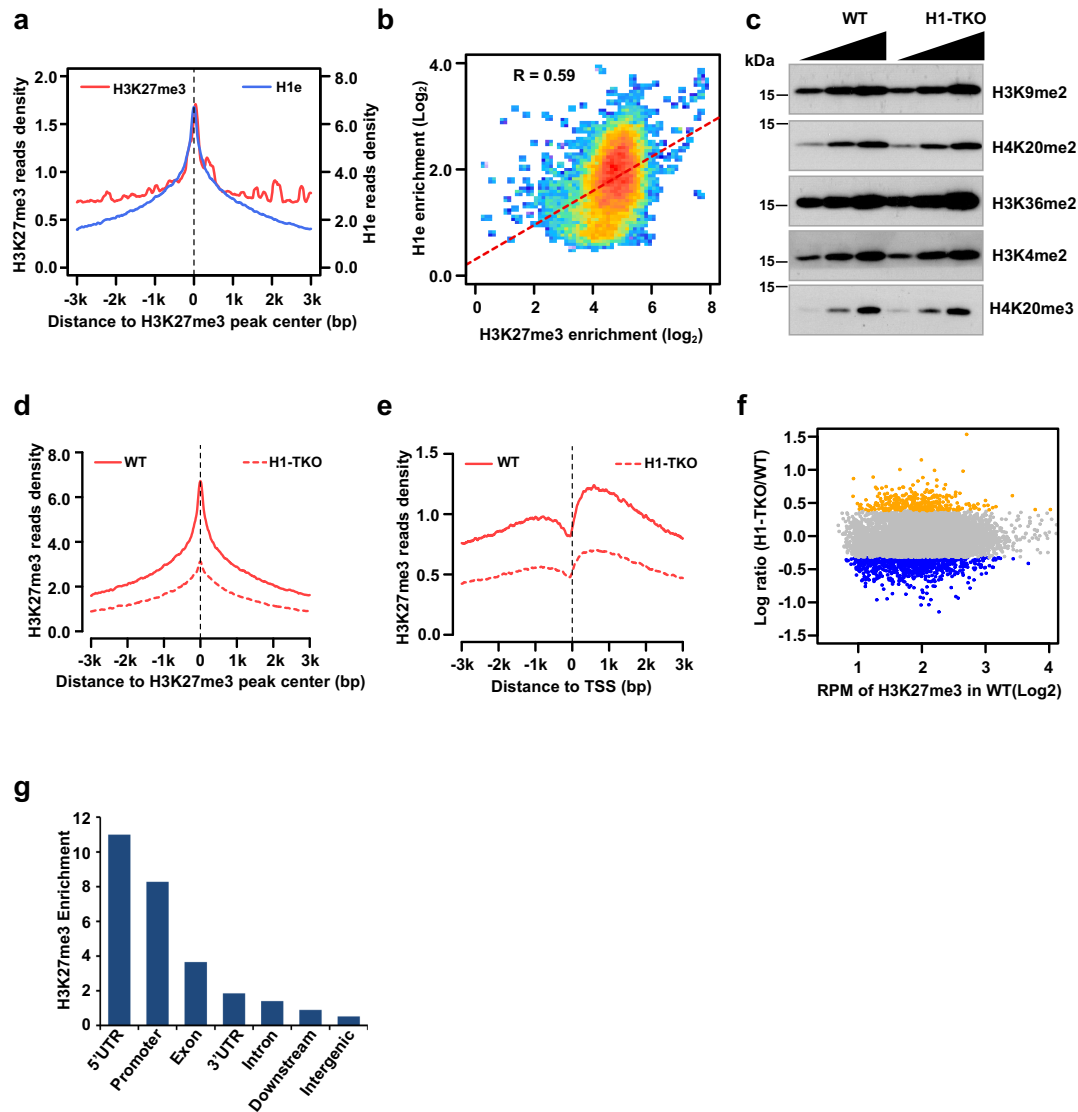

**Supplementary Fig.3 The linker histone H1 plays an important role in maintaining H3K27me3 levels in mESCs.**

(a) Average profiles of H3K27me3 and H1e ChIP-seq signal densities centered at the peak summit of H3K27me3 ( $\pm 3$  kb). Signal is quantitated using reference-adjusted reads per kilobase per million (RPKM). (b) Scatter plot of the Pearson's correlation between the H3K27me3 and H1e peak read densities in mESCs. The results are representative of two independent biological samples. (c) Representative immunoblots of various histone modifications in wild type and H1-TKO mESCs. The results are representative of  $n = 3$  biologically independent experiments. Triangles represent concentration of proteins from low to high. (d) Average profile of H3K27me3 ChIP-seq signal densities centered at the peak summit of H3K27me3 in wild type and H1-TKO

mESCs ( $\pm 3$  kb). **(e)** Average profile of H3K27me3 ChIP-seq signal densities centered at the TSS regions ( $\pm 3$  kb) in wild type and H1-TKO mESCs. **(d)** and **(e)** are quantitated using reference-adjusted reads per kilobase per million (RPKM). **(f)** A scatter plot showing the change of H3K27me3 reads density (H1-TKO vs wild type mESCs). **(g)** Genomic distribution of the reduced H3K27me3 signals after partial H1 knock out. Source data are provided as a Source Data file.

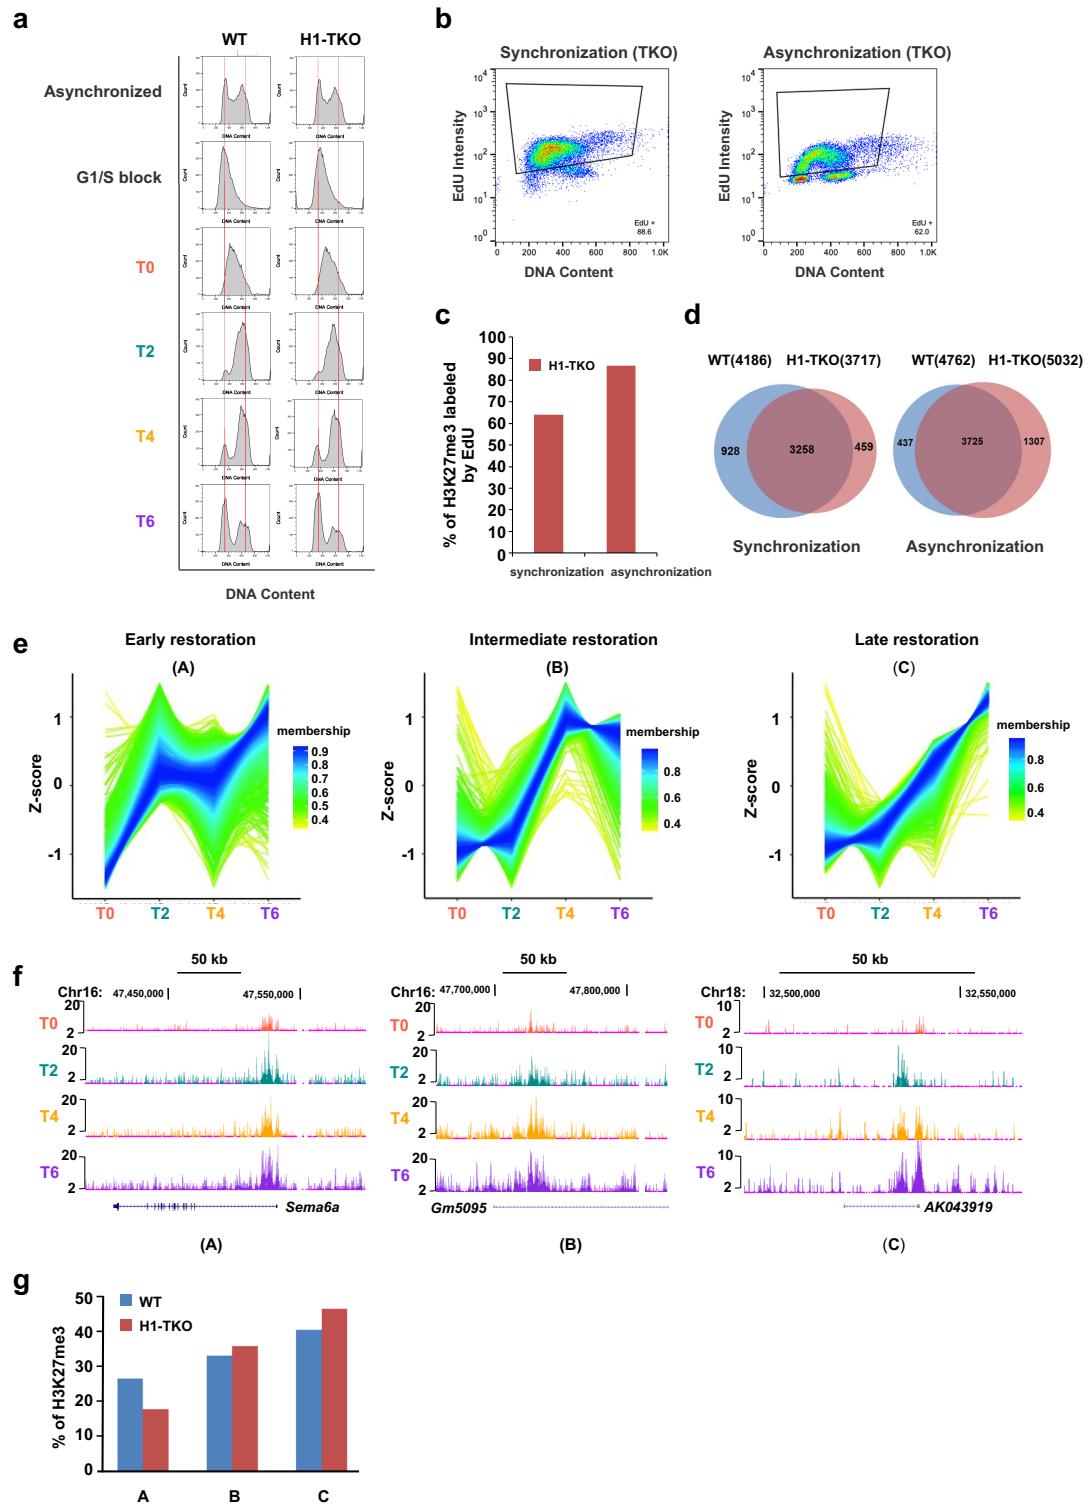

**Supplementary Fig.4 H1-mediated chromatin compaction facilitates the restoration of H3K27me3 following DNA replication.**

(a) Cell cycle progression was monitored by FACS analysis of DNA content in wide type and H1-TKO mESCs. (b) Representative flow cytometry profiles of EdU-labeled cells in nascent samples of synchronized and asynchronous H1-TKO mESCs. (c) Bar

plots showing the % of EdU-coverage of H3K27me3 peaks in synchronized and asynchronous H1-TKO mESCs compared with all H3K27me3 peaks. **(d)** Venn diagram showing the overlapping of EdU-labeled H3K27me3 peaks in WT (blue) and H1-TKO (orange) mESCs at synchronized (left) and asynchronous (right) conditions. **(e)** Clusters of the restoration pattern of H3K27me3 at its enriched peak regions in H1-TKO mESCs using time series cluster analysis. **(f)** Snap shot of tracks from the 3 clusters of H3K27me3 restoration pattern in H1-TKO mESCs. **(g)** Proportion of H3K27me3 peaks in wide type and H1-TKO mESCs among 3 clusters (A-C). Source data are provided as a Source Data file.

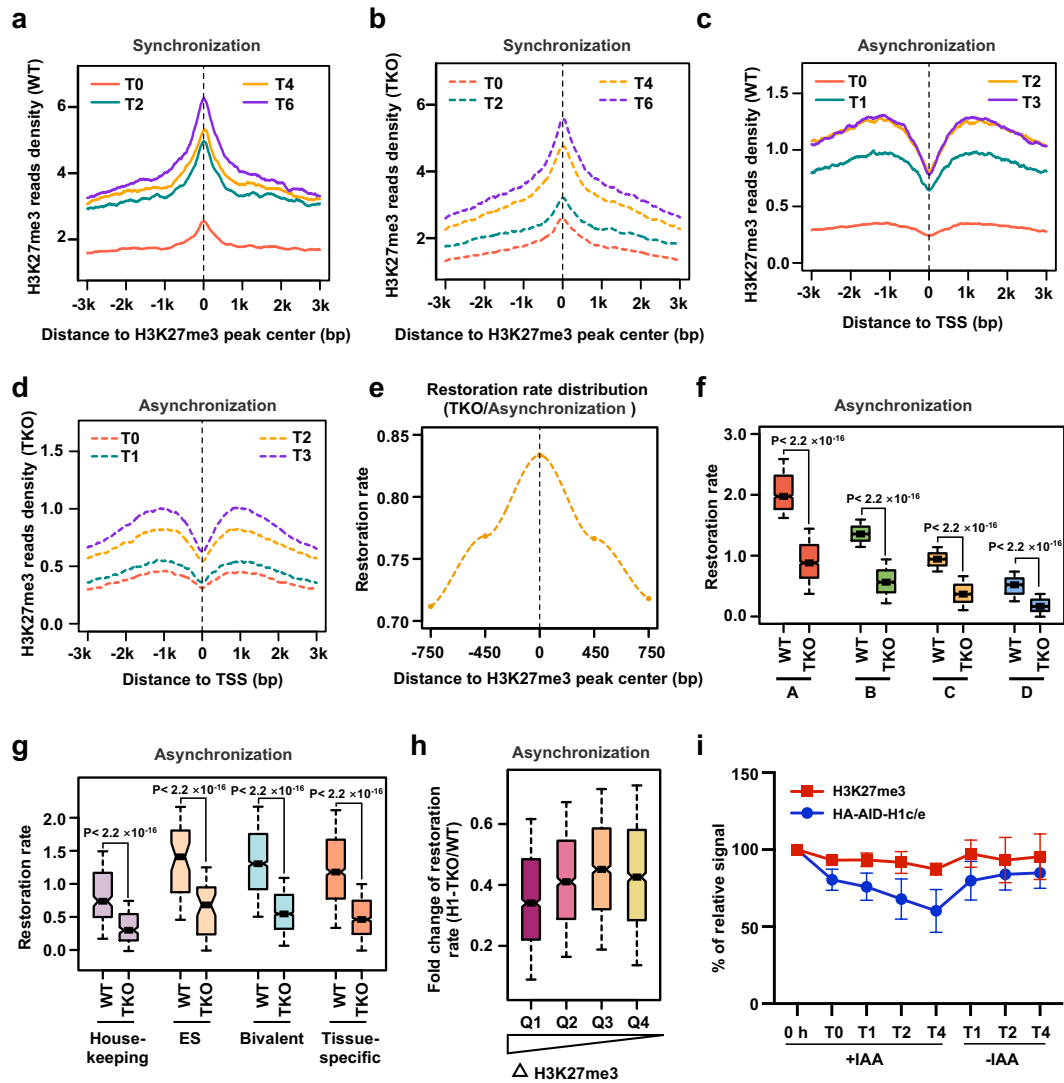

**Supplementary Fig.5 H1-mediated chromatin compaction facilitates the restoration of H3K27me3 following DNA replication.**

(a, b) Average profiles of H3K27me3 ChOR-seq signals post DNA replication at different time points in wild type (a) and H1-TKO (b) synchronized mESCs, respectively, centered at the EdU-labeled peak summit of H3K27me3. (c, d) Average profiles of H3K27me3 ChOR-seq signals post DNA replication at different time points in wild type (a) and H1-TKO (b) asynchronous mESCs, respectively, centered at EdU-labeled and H3K27me3-enriched gene TSSs. The ChOR-seq assay in asynchronous mESCs was performed twice. (a-d) is quantitated using reference-adjusted reads per kilobase per million (RPKM). (e) Average profiles of restoration rate of H3K27me3 in the asynchronous H1-TKO mESCs, plotted across  $\pm 750$  bp EdU-labeled H3K27me3

peak summit. Calculated using 1.5 kb windows with a 300 bp step, please see details in Methods section. **(f)** Boxplot showing the comparison of restoration rate of H3K27me3 among cluster A-D in the asynchronous and H1-TKO mESCs ( $n=1115$  for A,  $n=1116$  for B,  $n=1115$  for C,  $n=1116$  for D). The P values are calculated according to Wilcoxon signed-rank test (two-sided,  $p<2.2\times10^{-16}$ ). **(g)** Boxplot showing the restoration rate of H3K27me3 at house-keeping, ES, bivalent and tissue-specific gene cluster regions that enrich H3K27me3 marks (WT versus H1-TKO asynchronous mESCs) ( $n=200$  for House-keeping genes,  $n=49$  for ES genes,  $n=1488$  for Bivalent genes,  $n=881$  for Tissue-specific genes). The P values are calculated according to Wilcoxon signed-rank test (two-sided,  $p<2.2\times10^{-16}$ ). **(h)** Boxplot showing the change of restoration rate of H3K27me3 in the asynchronous H1-TKO mESCs compared with that in wild-type mESCs among cluster Q1-Q4 ( $n=1739$  for Q1,  $n=1739$  for Q2,  $n=1739$  for Q3,  $n=1740$  for Q4). **(i)** Quantitative signals of H1c/e and H3K27me3 immunoblot by Image J, normalized to H3 signal ( $n=3$  biologically independent experiments). Data represents mean  $\pm$  S.D. The box plots (f-h) include the median line (median value indicated), the box denotes the interquartile range (IQR), whiskers denote the rest of the data distribution, and outliers are denoted by points greater than  $\pm 1.5\times\text{IQR}$ . Source data are provided as a Source Data file.

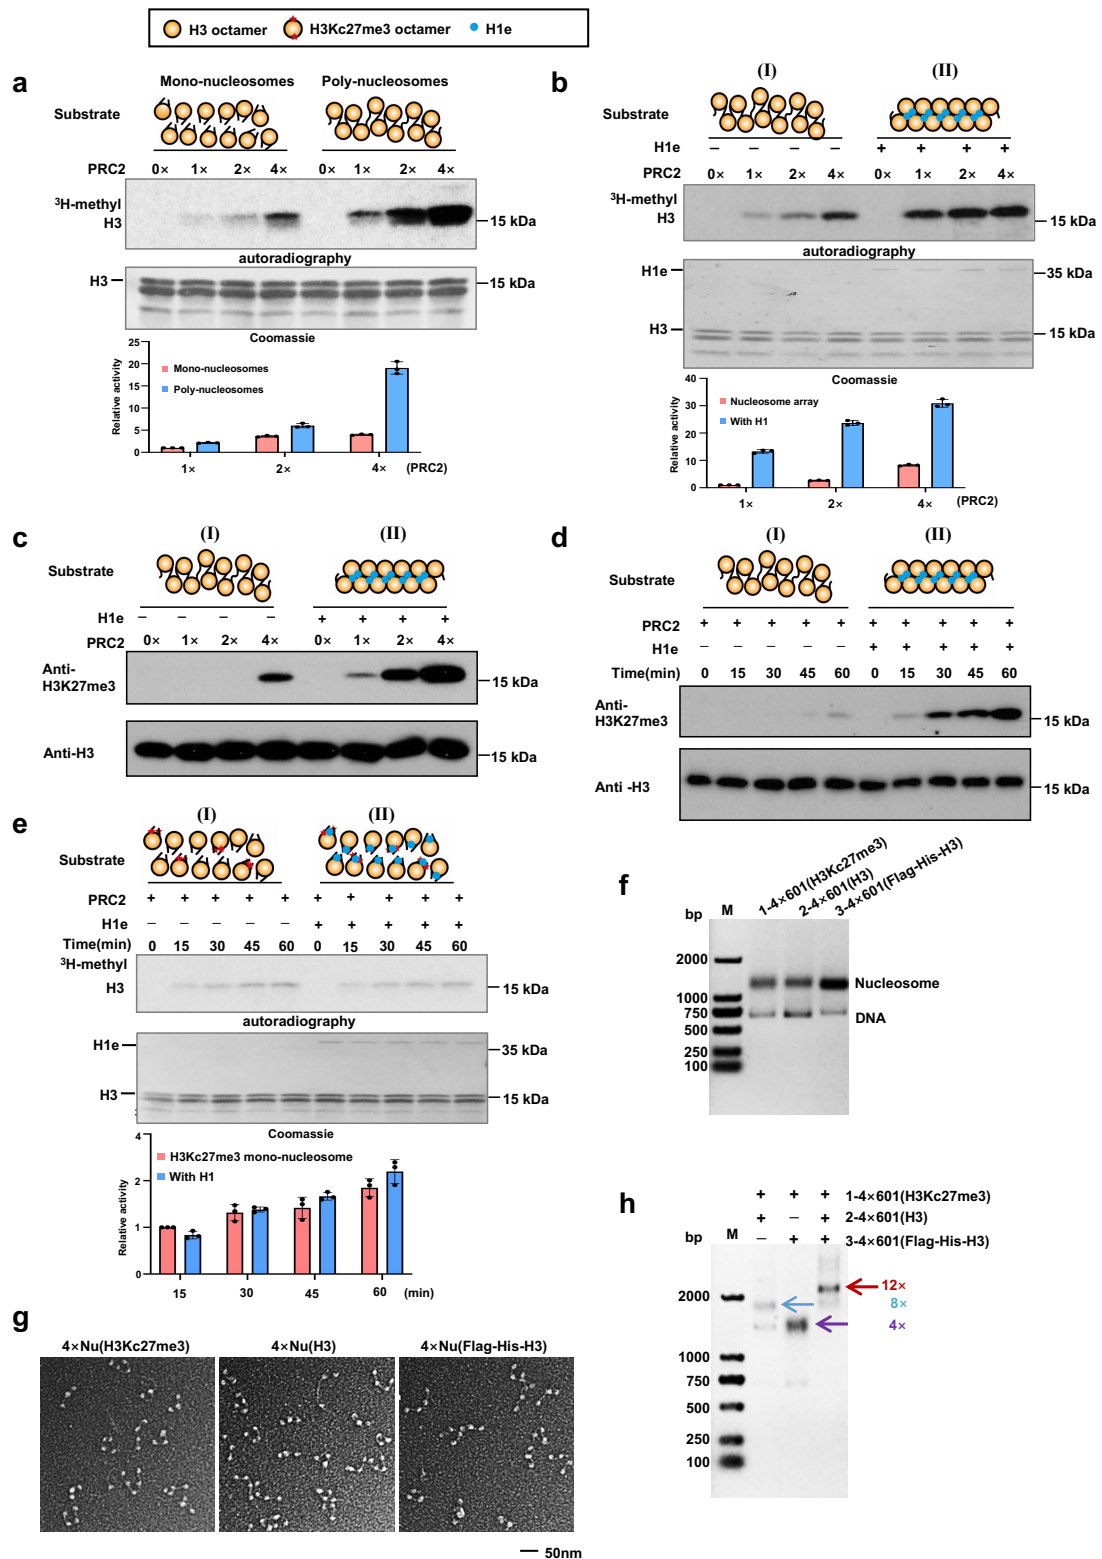

**Supplementary Fig.6 H1-mediated chromatin compaction promotes the propagation of H3K27me3 via a nucleosome-nucleosome pairing mechanism.**

(a-e) *In vitro* histone methyltransferase assays of PRC2, the signals of H3K27me3 products were detected by <sup>3</sup>H-methyl autoradiography or immunoblots, quantitative

analysis of  $^3\text{H}$  signals by liquid scintillation. The results are representative of  $n=3$  biologically independent experiments. The data represent means  $\pm$  S.D. The amount of substrates was detected by coomassie staining. In **a**,  $^3\text{H}$ -methyl autoradiography showing the activity of PRC2 on mono-nucleosome and poly-nucleosome substrates. In **b**,  $^3\text{H}$ -methyl autoradiography showing the activity of PRC2 on nucleosome arrays and H1-compacted chromatin substrates. In **c**, immunoblots showing the activity of PRC2 on poly-nucleosome and H1-compacted chromatin substrates. In **d**, immunoblots showing the activity of PRC2 on poly-nucleosome and H1-compacted chromatin substrates. The reactions were incubated for indicated time at  $30^\circ\text{C}$ . In **e**,  $^3\text{H}$ -methyl autoradiography showing the activity of PRC2 on mono-nucleosome and H1-bound mono-nucleosome substrates. **(f)** Representative 1.2% agarose gel electrophoresis of individual tetra-nucleosomes that contained H3Kc27me3, H3 and Flag-His-H3, respectively. The data are representative of  $n = 3$  biologically independent experiments. **(g)** Representative EM images of the tetra-nucleosomes for ligation assays. Scale bar is 50 nm. The data are representative of  $n = 3$  biologically independent experiments. **(h)** Representative 1.2% agarose gel electrophoresis of  $12\times$  poly-nucleosomes generated by sequential ligation with tetra-nucleosomes out of 3 independent experiments. Source data are provided as a Source Data file.

**A. Gating strategy used for cell cycle analysis in Fig 5c, S1a, S4b. We used asynchronous R1 WT cells as control to set the gating strategy for EdU incorporation analysis.**

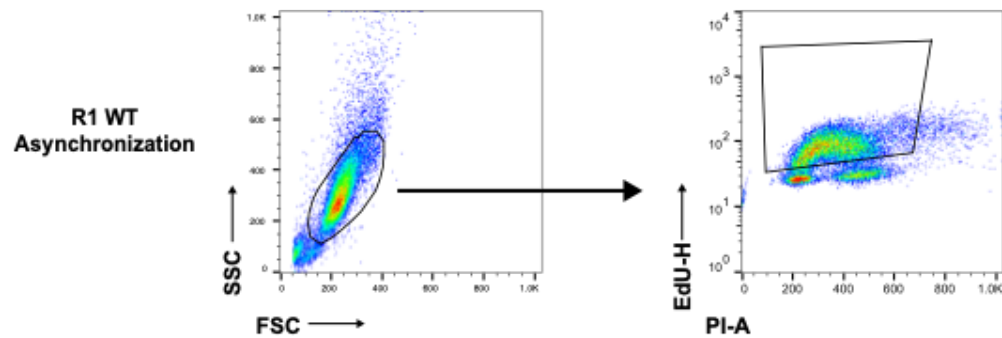

**B. Gating strategy used for cell cycle analysis in Fig S4a. We used asynchronous R1 WT cells as control to set the gating strategy for cell cycle propagation analysis after the cell were released from G1/S phase.**

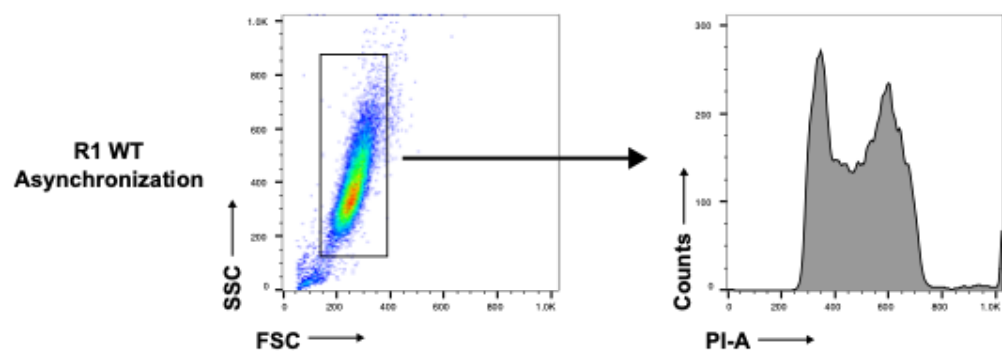

**Supplementary Fig.7 Gating strategy**

# Supplementary material for: Histone H1 facilitates restoration of H3K27me3 during DNA replication by chromatin compaction
**Source:** Nat Commun. 2023 Jul 10;14:4081. doi: 10.1038/s41467-023-39846-y
**Supplement:** Supplementary file 3 — Reporting Summary

Reporting Summary

Nature Portfolio wishes to improve the reproducibility of the work that we publish. This form provides structure for consistency and transparency in reporting. For further information on Nature Portfolio policies, see our [Editorial Policies](#) and the [Editorial Policy Checklist](#).

Statistics

For all statistical analyses, confirm that the following items are present in the figure legend, table legend, main text, or Methods section.

|                                     |                                                                                                                                                                                                                                                                                                |
|-------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| n/a                                 | Confirmed                                                                                                                                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The exact sample size ( <i>n</i> ) for each experimental group/condition, given as a discrete number and unit of measurement                                                                                                                               |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A statement on whether measurements were taken from distinct samples or whether the same sample was measured repeatedly                                                                                                                                    |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> The statistical test(s) used AND whether they are one- or two-sided<br><i>Only common tests should be described solely by name; describe more complex techniques in the Methods section.</i>                                                               |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> A description of all covariates tested                                                                                                                                                                                                                                |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A description of any assumptions or corrections, such as tests of normality and adjustment for multiple comparisons                                                                                                                                        |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> A full description of the statistical parameters including central tendency (e.g. means) or other basic estimates (e.g. regression coefficient) AND variation (e.g. standard deviation) or associated estimates of uncertainty (e.g. confidence intervals) |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For null hypothesis testing, the test statistic (e.g. <i>F</i> , <i>t</i> , <i>r</i> ) with confidence intervals, effect sizes, degrees of freedom and <i>P</i> value noted<br><i>Give P values as exact values whenever suitable.</i>                     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> For Bayesian analysis, information on the choice of priors and Markov chain Monte Carlo settings                                                                                                                                                                      |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> For hierarchical and complex designs, identification of the appropriate level for tests and full reporting of outcomes                                                                                                                                     |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Estimates of effect sizes (e.g. Cohen's <i>d</i> , Pearson's <i>r</i> ), indicating how they were calculated                                                                                                                                               |

Our web collection on [statistics for biologists](#) contains articles on many of the points above.

Software and code

Policy information about [availability of computer code](#)

|                 |                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                  |
|-----------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Data collection | EM images were collected with FEI Tecnai G2 Spirit 120 kV transmission electron microscope.<br>ChIP-seq data of single-read and paired-end were collected with Illumina Hiseq2500/Nova seq and Hiseq6000/Nova seq, respectively.<br>ChOR-seq data of paired-end were collected with Illumina NovaSeq 6000 seq<br>RNA-seq data of paired-end were collected with Illumina Hiseq6000/Nova seq.<br>ChIP-qPCR data were collected with StepOnePlusTM realtime PCR system/Thermofisher.<br>Flow cytometry experiments were performed with BD FACS Calibur. Data was collected by CellQuest. Data was analyzed by Flowjo 10.                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                                           |
| Data analysis   | EM images were processed with Photoshop.<br>For ChIP-seq data analysis: Reads was mapped to mm9 by bowtie2 (version 2.2.5), filtered with Samtools (version 1.2.1). Peaks were detected with MACS (version1.4.2). Peak overlapping was analyzed with Bed tools (version 2.17.0). Homer was used to annotate the peaks and count the read density.Data tracks were viewed with UCSC. Heat maps were generated using Java TreeView .Hierarchical clustering was performed using unweighted pair group method with the distance between profiles computed as pearson’s correlation coefficients by ggplot2.<br>ChOR-seq data were mapped to the Mus musculus genome assembly (mm9) and D. melanogaster genome assembly (dm6) using bowtie2, with the default parameters. Low quality reads and PCR duplicates were removed by samtools and only uniquely mapped reads which mapping to a unique genomic location and strand were kept. Reads were normalized with fly reference as previous study. The enriched regions (peaks) were detected using MACS. Time series cluster analysis was performed by TCseq package. Hilbert curves of H3K27me3 ChOR-seq data visualized by R package HilbertCurve.<br>RNA-seq reads were mapped to the Mus musculus mm9 gene annotation model using Subread with the default parameters, and the only uniquely mapped reads were used for further analysis. The differential expression between samples was performed with featureCounts and R package DESeq2. Gene enrichment for one gene group was analyzed by the Metascape. |

ChIP-qPCR data were analyzed with Microsoft Excel for Mac 16.59 and plotted with GraphPad Prism 8.  
Flow cytometry data analysis was performed by Flowjo 10.

For manuscripts utilizing custom algorithms or software that are central to the research but not yet described in published literature, software must be made available to editors and reviewers. We strongly encourage code deposition in a community repository (e.g. GitHub). See the Nature Portfolio [guidelines for submitting code & software](#) for further information.

## Data

Policy information about [availability of data](#)

All manuscripts must include a [data availability statement](#). This statement should provide the following information, where applicable:

- Accession codes, unique identifiers, or web links for publicly available datasets
- A description of any restrictions on data availability
- For clinical datasets or third party data, please ensure that the statement adheres to our [policy](#)

ChIP-seq, ChOR-seq and RNA-seq data that generated in this study have been deposited in the GEO under accession code GSE192984[<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE192984>]. Previously published ChIP-seq data that were re-analyzed here are available in SRA under the accession codes: SRX7585130[<https://www.ncbi.nlm.nih.gov/sra/SRX7585130>](MNase-seq), SRR1703159[<https://www.ncbi.nlm.nih.gov/sra/?term=SRR1703159>](ATAC-seq), SRR579162[<https://www.ncbi.nlm.nih.gov/sra/?term=SRR579162>](DNase-seq), SRR925639[<https://www.ncbi.nlm.nih.gov/sra/?term=SRR925639>](H3K4me1 ChIP-seq), SRR1044607[<https://www.ncbi.nlm.nih.gov/sra/?term=SRR1044607>](H3K4me2 ChIP-seq), SRR925640[<https://www.ncbi.nlm.nih.gov/sra/?term=SRR925640>](H3K4me3 ChIP-seq), SRR1648485[<https://www.ncbi.nlm.nih.gov/sra/?term=SRR1648485>](H3K9me1 ChIP-seq), SRR1130791[<https://www.ncbi.nlm.nih.gov/sra/?term=SRR1130791>](H3K9me2 ChIP-seq), SRR925641[<https://www.ncbi.nlm.nih.gov/sra/?term=SRR925641>](H3K9me3 ChIP-seq), SRX8373531[<https://www.ncbi.nlm.nih.gov/sra/?term=SRX8373531>](H3 ChIP-seq), SRX8373532[<https://www.ncbi.nlm.nih.gov/sra/?term=SRX8373532>](H4 ChIP-seq), SRX4386198[<https://www.ncbi.nlm.nih.gov/sra/?term=SRX4386198>](H3.3 ChIP-seq), SRX111869[<https://www.ncbi.nlm.nih.gov/sra/?term=SRX111869>](H2A.Z ChIP-seq), SRR2673297[<https://www.ncbi.nlm.nih.gov/sra/?term=SRR2673297>](H3K27me3 ChIP-seq), SRR925647[<https://www.ncbi.nlm.nih.gov/sra/?term=SRR925647>](H3K36me3 ChIP-seq), SRX317656[<https://www.ncbi.nlm.nih.gov/sra/?term=SRX317656>](H3K27ac ChIP-seq), SRR1799183[<https://www.ncbi.nlm.nih.gov/sra/?term=SRR1799183>](H3K56ac ChIP-seq), SRR1635424[<https://www.ncbi.nlm.nih.gov/sra/?term=SRR1635424>](H3K79me2 ChIP-seq). Source data are provided with this paper.

## Research involving human participants, their data, or biological material

Policy information about studies with [human participants or human data](#). See also policy information about [sex, gender \(identity/presentation\)](#), [and sexual orientation](#) and [race, ethnicity and racism](#).

Reporting on sex and gender

N/A

Reporting on race, ethnicity, or other socially relevant groupings

N/A

Population characteristics

N/A

Recruitment

N/A

Ethics oversight

N/A

Note that full information on the approval of the study protocol must also be provided in the manuscript.

## Field-specific reporting

Please select the one below that is the best fit for your research. If you are not sure, read the appropriate sections before making your selection.

☒ Life sciences ☐ Behavioural & social sciences ☐ Ecological, evolutionary & environmental sciences

For a reference copy of the document with all sections, see [nature.com/documents/nr-reporting-summary-flat.pdf](https://www.nature.com/documents/nr-reporting-summary-flat.pdf)

## Life sciences study design

All studies must disclose on these points even when the disclosure is negative.

Sample size

No statistical method was used to predetermine sample size. Sample size for 3 biological replicates of Western Blots, EM, ChIP-qPCR and 2 biological replicates of key ChIP-seq, ChOR-seq and RNA-seq experiments in this study were used according to common practice in the field. Sample size of each gene group all>30, which is sufficient for statistical analysis.

Data exclusions

No data were excluded from the analyses.

Replication

Western Blots, EM, ChIP-qPCR were independently replicated 3 times, as stated in the figure legend, and showed similar results. ChIP-seq, ChOR-seq and RNA-seq experiments were performed independently in duplicates, as stated in the figure legend, and showed similar results.

## Randomization

Experimental materials were not divided into random subgroups. No randomization was involved in this study.

## Blinding

Blinding was not performed due to the unambiguous nature of measurements and systematic analyses used in these experiments.

## Reporting for specific materials, systems and methods

We require information from authors about some types of materials, experimental systems and methods used in many studies. Here, indicate whether each material, system or method listed is relevant to your study. If you are not sure if a list item applies to your research, read the appropriate section before selecting a response.

### Materials & experimental systems

### Methods

| n/a                                 | Involved in the study                                     |
|-------------------------------------|-----------------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Antibodies            |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Eukaryotic cell lines |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Palaeontology and archaeology    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Animals and other organisms      |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Clinical data                    |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Dual use research of concern     |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> Plants                           |

| n/a                                 | Involved in the study                              |
|-------------------------------------|----------------------------------------------------|
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> ChIP-seq       |
| <input type="checkbox"/>            | <input checked="" type="checkbox"/> Flow cytometry |
| <input checked="" type="checkbox"/> | <input type="checkbox"/> MRI-based neuroimaging    |

## Antibodies

### Antibodies used

Antibodies for western blots: Anti-Histone H1, Active motif, 61202, polyclone, 1:2000;  
 Anti-Suz12, Cell signaling technology, 3737S, 1:2000, polyclone;  
 Anti-trimethyl-Histone H3 (Lys27)(C36B11), Cell signaling technology, 9733S, 1:2000;  
 Anti-Histone H3, Abcam, ab1791, polyclone, 1:5000;  
 Anti-Histone H3 (trimethyl K9), Abcam, ab8898, polyclone, 1:2000;  
 Anti-Histone H3 (trimethyl K4), Abcam, ab8580, polyclone, 1:2000;  
 Anti-Histone H3 (dimethyl K4), Millipore, 07-030, polyclone, 1:2000;  
 Anti-Histone H3 (trimethyl K36), Abcam, ab9050, polyclone, 1:2000;  
 Anti-Histone H3 (Dimethyl Lys9), NOVUS, NB21-1072S, polyclone, 1:2000;  
 Anti-Histone H4 (di methyl K20), Abcam, ab9052, polyclone, 1:2000;  
 Anti-Histone H4 (tri methyl K20), Abcam, ab9053, polyclone, 1:2000;  
 Anti-Histone H3 (di methyl K36), Abcam, ab9049, polyclone, 1:2000;  
 Anti-HA, Sigma, H3663, HA-7, Monoclonal, 1:2000;  
 Antibodies for ChIP: Anti-HA, Sigma, H3663, HA-7, Monoclonal;  
 Anti-trimethyl-Histone H3 (Lys27)(C36B11), Cell signaling technology, 9733S;  
 Anti-V5 Tag, Gene-Protein Link, P01L075.

### Validation

All antibodies used in this study have been extensively validated by the manufacturers (see manufacturer web site for details).  
 Anti-Suz12: [https://www.cellsignal.cn/products/primary-antibodies/suz12-d39f6-xp-rabbit-mab/3737?site-search-type=Products&N=4294956287&Ntt=3737s&fromPage=plp&\\_requestid=1269203](https://www.cellsignal.cn/products/primary-antibodies/suz12-d39f6-xp-rabbit-mab/3737?site-search-type=Products&N=4294956287&Ntt=3737s&fromPage=plp&_requestid=1269203)  
 Anti-trimethyl-Histone H3 (Lys27): [https://www.cellsignal.cn/products/primary-antibodies/tri-methyl-histone-h3-lys27-c36b11-rabbit-mab/9733?site-search-type=Products&N=4294956287&Ntt=9733s&fromPage=plp&\\_requestid=1269545](https://www.cellsignal.cn/products/primary-antibodies/tri-methyl-histone-h3-lys27-c36b11-rabbit-mab/9733?site-search-type=Products&N=4294956287&Ntt=9733s&fromPage=plp&_requestid=1269545)  
 Anti-Histone H1: <https://www.activemotif.com.cn/catalog/details/61201/histone-h1-antibody-pab-2>  
 Anti-Histone H3, Abcam: <https://www.abcam.cn/products/primary-antibodies/histone-h3-antibody-nuclear-marker-and-chip-grade-ab1791.html>  
 Anti-Histone H3 (trimethyl K4), Abcam: <https://www.abcam.cn/products/primary-antibodies/histone-h3-tri-methyl-k4-antibody-chip-grade-ab8580.html>  
 Anti-Histone H3 (trimethyl K9), Abcam: <https://www.abcam.cn/products/primary-antibodies/histone-h3-tri-methyl-k9-antibody-chip-grade-ab8898.html>  
 Anti-Histone H3 (trimethyl K36), Abcam: <https://www.abcam.cn/products/primary-antibodies/histone-h3-tri-methyl-k36-antibody-chip-grade-ab9050.html>  
 Anti-Histone H4 (tri methyl K20), Abcam: <https://www.abcam.cn/products/primary-antibodies/histone-h4-tri-methyl-k20-antibody-chip-grade-ab9053.html>  
 Anti-Histone H4 (di methyl K20), Abcam: <https://www.abcam.cn/products/primary-antibodies/histone-h4-di-methyl-k20-antibody-ab9052.html>  
 Anti-Histone H3 (Dimethyl Lys9), NOVUS: [https://www.novusbio.com/products/histone-h3-antibody\\_nb21-1072](https://www.novusbio.com/products/histone-h3-antibody_nb21-1072)  
 Anti-Histone H3 (di methyl K36), Abcam: <https://www.abcam.cn/products/primary-antibodies/histone-h3-di-methyl-k36-antibody-chip-grade-ab9049.html>  
 Anti-HA, Sigma: <https://www.sigmaaldrich.cn/CN/zh/product/sigma/h3663>  
 Anti-V5 Tag, Gene-Protein Link: [http://www.gplink.com.cn/biofriendship/a/chanpinzhongxin/chanpinchaxun/index.html?kw=V5+RABBIT&kwtype=product\\_name&companyid=0](http://www.gplink.com.cn/biofriendship/a/chanpinzhongxin/chanpinchaxun/index.html?kw=V5+RABBIT&kwtype=product_name&companyid=0)  
 Anti-Histone H3 (dimethyl K4), Millipore: <https://www.sigmaaldrich.cn/CN/zh/product/mm/07-030>

## Eukaryotic cell lines

Policy information about [cell lines and Sex and Gender in Research](#)

|                                                                      |                                                                                                                                                                                                                              |
|----------------------------------------------------------------------|------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------------|
| Cell line source(s)                                                  | All the mouse embryonic stem cell lines generated in our lab are with a genetic background of mouse embryonic stem cell line R1, which is sourced from ATCC. The Drosophila S2 cell line is sourced from ATCC.               |
| Authentication                                                       | Cell lines of mouse embryonic stem cell generated through gene editing were validated by sequencing and Identity of cell line was frequently checked by the morphological features. We did not edit Drosophila S2 cell line. |
| Mycoplasma contamination                                             | Cells were monitored and found negative for mycoplasma.                                                                                                                                                                      |
| Commonly misidentified lines<br>(See <a href="#">ICLAC</a> register) | N/A                                                                                                                                                                                                                          |

## Plants

|                       |     |
|-----------------------|-----|
| Seed stocks           | N/A |
| Novel plant genotypes | N/A |
| Authentication        | N/A |

## ChIP-seq

### Data deposition

- ☒ Confirm that both raw and final processed data have been deposited in a public database such as [GEO](#).
- ☒ Confirm that you have deposited or provided access to graph files (e.g. BED files) for the called peaks.

#### Data access links

*May remain private before publication.*

ChIP-seq, ChOR-seq and RNA-seq data that generated in this study have been deposited in the GEO under accession code GSE192984[<https://www.ncbi.nlm.nih.gov/geo/query/acc.cgi?acc=GSE192984>]. Previously published ChIP-seq data that were re-analyzed here are available in SRA under the accession codes: SRX7585130[<https://www.ncbi.nlm.nih.gov/sra/SRX7585130>](MNase-seq), SRR1703159[<https://www.ncbi.nlm.nih.gov/sra/?term=SRR1703159>](ATAC-seq), SRR579162[<https://www.ncbi.nlm.nih.gov/sra/?term=SRR579162>](DNase-seq), SRR925639[<https://www.ncbi.nlm.nih.gov/sra/?term=SRR925639>] (H3K4me1 ChIP-seq), SRR1044607[<https://www.ncbi.nlm.nih.gov/sra/?term=SRR1044607>] (H3K4me2 ChIP-seq), SRR925640[<https://www.ncbi.nlm.nih.gov/sra/?term=SRR925640>] (H3K4me3 ChIP-seq), SRR1648485[<https://www.ncbi.nlm.nih.gov/sra/?term=SRR1648485>] (H3K9me1 ChIP-seq), SRR1130791[<https://www.ncbi.nlm.nih.gov/sra/?term=SRR1130791>] (H3K9me2 ChIP-seq), SRR925641[<https://www.ncbi.nlm.nih.gov/sra/?term=SRR925641>] (H3K9me3 ChIP-seq), SRX8373531[<https://www.ncbi.nlm.nih.gov/sra/?term=SRX8373531>] (H3 ChIP-seq), SRX8373532[<https://www.ncbi.nlm.nih.gov/sra/?term=SRX8373532>] (H4 ChIP-seq), SRX4386198[<https://www.ncbi.nlm.nih.gov/sra/?term=SRX4386198>] (H3.3 ChIP-seq), SRX111869 [https://www.ncbi.nlm.nih.gov/sra/?term=SRX111869](H2A.Z ChIP-seq), SRR2673297[<https://www.ncbi.nlm.nih.gov/sra/?term=SRR2673297>] (H3K27me3 ChIP-seq), SRR925647[<https://www.ncbi.nlm.nih.gov/sra/?term=SRR925647>] (H3K36me3 ChIP-seq), SRX317656[<https://www.ncbi.nlm.nih.gov/sra/?term=SRX317656>] (H3K27ac ChIP-seq), SRR1799183[<https://www.ncbi.nlm.nih.gov/sra/?term=SRR1799183>] (H3K56ac ChIP-seq), SRR1635424[<https://www.ncbi.nlm.nih.gov/sra/?term=SRR1635424>] (H3K79me2 ChIP-seq). Source data are provided with this paper.

#### Files in database submission

GSM5770164 ChIP-seq\_WT\_H3K27me3\_rep1  
 GSM5770165 ChIP-seq\_WT\_H3K27me3\_rep2  
 GSM5770166 ChIP-seq\_H1KO\_H3K27me3\_rep1  
 GSM5770167 ChIP-seq\_H1KO\_H3K27me3\_rep2  
 GSM5770168 ChIP-seq\_WT\_H1  
 GSM5770169 ChOR-seq\_WT\_T0\_rep1  
 GSM5770170 ChOR-seq\_WT\_T0\_rep2  
 GSM5770171 ChOR-seq\_WT\_T2\_rep1  
 GSM5770172 ChOR-seq\_WT\_T2\_rep2  
 GSM5770173 ChOR-seq\_WT\_T4\_rep1  
 GSM5770174 ChOR-seq\_WT\_T4\_rep2  
 GSM5770175 ChOR-seq\_WT\_T6\_rep1  
 GSM5770176 ChOR-seq\_WT\_T6\_rep2  
 GSM5770177 ChOR-seq\_H1KO\_T0\_rep1  
 GSM5770178 ChOR-seq\_H1KO\_T0\_rep2  
 GSM5770179 ChOR-seq\_H1KO\_T2\_rep1  
 GSM5770180 ChOR-seq\_H1KO\_T2\_rep2  
 GSM5770181 ChOR-seq\_H1KO\_T4\_rep1  
 GSM5770182 ChOR-seq\_H1KO\_T4\_rep2  
 GSM5770183 ChOR-seq\_H1KO\_T6\_rep1  
 GSM5770184 ChOR-seq\_H1KO\_T6\_rep2  
 GSM5770185 RNA-seq\_WT\_rep1  
 GSM5770186 RNA-seq\_WT\_rep2

GSM5770187 RNA-seq\_H1KO\_rep1  
 GSM5770188 RNA-seq\_H1KO\_rep2  
 GSM6722604 ChIP-seq\_WT\_HA\_tetR\_EED\_targeting\_H3K27me3  
 GSM6722605 ChIP-seq\_WT\_HA\_tetR\_EZH2\_targeting\_H3K27me3  
 GSM6722606 ChIP-seq\_H1KO\_HA\_tetR\_EED\_targeting\_H3K27me3  
 GSM6722607 ChIP-seq\_H1KO\_HA\_tetR\_EZH2\_targeting\_H3K27me3  
 GSM6722608 ChOR-seq\_WT\_T0\_asynchrony  
 GSM6722609 ChOR-seq\_WT\_T1\_asynchrony  
 GSM6722610 ChOR-seq\_WT\_T2\_asynchrony  
 GSM6722611 ChOR-seq\_WT\_T3\_asynchrony  
 GSM6722612 ChOR-seq\_H1KO\_T0\_asynchrony  
 GSM6722613 ChOR-seq\_H1KO\_T1\_asynchrony  
 GSM6722614 ChOR-seq\_H1KO\_T2\_asynchrony  
 GSM6722615 ChOR-seq\_H1KO\_T3\_asynchrony  
 GSM6722616 ChOR-seq\_AID\_WT\_T0\_asynchrony  
 GSM6722617 ChOR-seq\_AID\_increase\_WT\_T1\_asynchrony  
 GSM6722618 ChOR-seq\_AID\_increase\_WT\_T2\_asynchrony  
 GSM6722619 ChOR-seq\_AID\_increase\_WT\_T4\_asynchrony  
 GSM6722620 ChOR-seq\_AID\_decrease\_WT\_T1\_asynchrony  
 GSM6722621 ChOR-seq\_AID\_decrease\_WT\_T2\_asynchrony  
 GSM6722622 ChOR-seq\_AID\_decrease\_WT\_T4\_asynchrony  
 GSM6722623 Streptavidin\_pull-down\_WT\_synchronization  
 GSM6722624 Streptavidin\_pull-down\_H1KO\_synchronization  
 GSM6722625 Streptavidin\_pull-down\_WT\_asynchrony  
 GSM6722626 Streptavidin\_pull-down\_H1KO\_asynchrony  
 GSM7123855 ChIP-seq\_WT\_HA\_tetR\_EED\_targeting\_H3K27me3\_rep2  
 GSM7123856 ChIP-seq\_WT\_HA\_tetR\_EZH2\_targeting\_H3K27me3\_rep2  
 GSM7123857 ChIP-seq\_H1KO\_HA\_tetR\_EED\_targeting\_H3K27me3\_rep2  
 GSM7123858 ChIP-seq\_H1KO\_HA\_tetR\_EZH2\_targeting\_H3K27me3\_rep2  
 GSM7123859 ChOR-seq\_WT\_T0\_asynchrony\_rep2  
 GSM7123860 ChOR-seq\_WT\_T1\_asynchrony\_rep2  
 GSM7123861 ChOR-seq\_WT\_T2\_asynchrony\_rep2  
 GSM7123862 ChOR-seq\_WT\_T3\_asynchrony\_rep2  
 GSM7123863 ChOR-seq\_H1KO\_T0\_asynchrony\_rep2  
 GSM7123864 ChOR-seq\_H1KO\_T1\_asynchrony\_rep2  
 GSM7123865 ChOR-seq\_H1KO\_T2\_asynchrony\_rep2  
 GSM7123866 ChOR-seq\_H1KO\_T3\_asynchrony\_rep2  
 GSM7123867 ChOR-seq\_AID\_WT\_T0\_asynchrony\_rep2  
 GSM7123868 ChOR-seq\_AID\_increase\_WT\_T1\_asynchrony\_rep2  
 GSM7123869 ChOR-seq\_AID\_increase\_WT\_T2\_asynchrony\_rep2  
 GSM7123870 ChOR-seq\_AID\_increase\_WT\_T4\_asynchrony\_rep2  
 GSM7123871 ChOR-seq\_AID\_decrease\_WT\_T1\_asynchrony\_rep2  
 GSM7123872 ChOR-seq\_AID\_decrease\_WT\_T2\_asynchrony\_rep2  
 GSM7123873 ChOR-seq\_AID\_decrease\_WT\_T4\_asynchrony\_rep2  
 GSM7123874 Streptavidin\_pull-down\_WT\_synchronization\_rep2  
 GSM7123875 Streptavidin\_pull-down\_H1KO\_synchronization\_rep2  
 GSM7123876 Streptavidin\_pull-down\_WT\_asynchrony\_rep2  
 GSM7123877 Streptavidin\_pull-down\_H1KO\_asynchrony\_rep2

Genome browser session  
(e.g. [UCSC](#))

no longer applicable

## Methodology

Replicates

ChIP-seq, ChOR-seq and RNA-seq experiments were performed in duplicates.  
H1 ChIP-seq was performed once.

Sequencing depth

ChIP-seq\_WT\_H3K27me3\_rep1, single-end, read number: 43452257, read length: 50 bp  
 ChIP-seq\_WT\_H3K27me3\_rep2, pair-end, read number: 33238048, read length: 150 bp  
 ChIP-seq\_H1KO\_H3K27me3\_rep1, single-end, read number: 42407065, read length: 50 bp  
 ChIP-seq\_H1KO\_H3K27me3\_rep2, pair-end, read number: 35268053, read length: 150 bp  
 ChIP-seq\_WT\_H1, pair-end, read number: 21270473, read length: 150 bp  
 ChOR-seq\_WT\_T0\_rep1, pair-end, read number: 29181688, read length: 150 bp  
 ChOR-seq\_WT\_T0\_rep2, pair-end, read number: 40519117, read length: 150 bp  
 ChOR-seq\_WT\_T2\_rep1, pair-end, read number: 31282389, read length: 150 bp  
 ChOR-seq\_WT\_T2\_rep2, pair-end, read number: 47465519, read length: 150 bp  
 ChOR-seq\_WT\_T4\_rep1, pair-end, read number: 29086755, read length: 150 bp  
 ChOR-seq\_WT\_T4\_rep2, pair-end, read number: 27100525, read length: 150 bp  
 ChOR-seq\_WT\_T6\_rep1, pair-end, read number: 29646359, read length: 150 bp  
 ChOR-seq\_WT\_T6\_rep2, pair-end, read number: 44903931, read length: 150 bp  
 ChOR-seq\_H1KO\_T0\_rep1, pair-end, read number: 38445669, read length: 150 bp  
 ChOR-seq\_H1KO\_T0\_rep2, pair-end, read number: 36431086, read length: 150 bp  
 ChOR-seq\_H1KO\_T2\_rep1, pair-end, read number: 29720305, read length: 150 bp  
 ChOR-seq\_H1KO\_T2\_rep2, pair-end, read number: 45934069, read length: 150 bp  
 ChOR-seq\_H1KO\_T4\_rep1, pair-end, read number: 29960571, read length: 150 bp

ChOR-seq\_H1KO\_T4\_rep2, pair-end, read number: 37983856, read length: 150 bp  
 ChOR-seq\_H1KO\_T6\_rep1, pair-end, read number: 31717140, read length: 150 bp  
 ChOR-seq\_H1KO\_T6\_rep2, pair-end, read number: 38308345, read length: 150 bp  
 RNA-seq\_WT\_rep1, pair-end, read number: 25521757, read length: 150 bp  
 RNA-seq\_WT\_rep2, pair-end, read number: 20717888, read length: 150 bp  
 RNA-seq\_H1KO\_rep1, pair-end, read number: 21565775, read length: 150 bp  
 RNA-seq\_H1KO\_rep2, pair-end, read number: 22792820, read length: 150 bp  
 ChIP-seq\_WT\_HA\_tetR\_EED\_targeting\_H3K27me3, pair-end, read number: 22993920, read length: 150 bp  
 ChIP-seq\_WT\_HA\_tetR\_EZH2\_targeting\_H3K27me3, pair-end, read number: 35102131, read length: 150 bp  
 ChIP-seq\_H1KO\_HA\_tetR\_EED\_targeting\_H3K27me3, pair-end, read number: 45115720, read length: 150 bp  
 ChIP-seq\_H1KO\_HA\_tetR\_EZH2\_targeting\_H3K27me3, pair-end, read number: 34574724, read length: 150 bp  
 ChOR-seq\_WT\_T0\_asynchrony, pair-end, read number: 37249500, read length: 150 bp  
 ChOR-seq\_WT\_T1\_asynchrony, pair-end, read number: 41460372, read length: 150 bp  
 ChOR-seq\_WT\_T2\_asynchrony, pair-end, read number: 46316860, read length: 150 bp  
 ChOR-seq\_WT\_T3\_asynchrony, pair-end, read number: 45240907, read length: 150 bp  
 ChOR-seq\_H1KO\_T0\_asynchrony, pair-end, read number: 48135032, read length: 150 bp  
 ChOR-seq\_H1KO\_T1\_asynchrony, pair-end, read number: 44284972, read length: 150 bp  
 ChOR-seq\_H1KO\_T2\_asynchrony, pair-end, read number: 60855475, read length: 150 bp  
 ChOR-seq\_H1KO\_T3\_asynchrony, pair-end, read number: 48136626, read length: 150 bp  
 ChOR-seq\_AID\_WT\_T0\_asynchrony, pair-end, read number: 37173810, read length: 150 bp  
 ChOR-seq\_AID\_increase\_WT\_T1\_asynchrony, pair-end, read number: 30170362, read length: 150 bp  
 ChOR-seq\_AID\_increase\_WT\_T2\_asynchrony, pair-end, read number: 34222781, read length: 150 bp  
 ChOR-seq\_AID\_increase\_WT\_T4\_asynchrony, pair-end, read number: 33176197, read length: 150 bp  
 ChOR-seq\_AID\_decrease\_WT\_T1\_asynchrony, pair-end, read number: 31970681, read length: 150 bp  
 ChOR-seq\_AID\_decrease\_WT\_T2\_asynchrony, pair-end, read number: 47969893, read length: 150 bp  
 ChOR-seq\_AID\_decrease\_WT\_T4\_asynchrony, pair-end, read number: 40378925, read length: 150 bp  
 Streptavidin\_pull-down\_WT\_synchronization, pair-end, read number: 41686950, read length: 150 bp  
 Streptavidin\_pull-down\_H1KO\_synchronization, pair-end, read number: 33573740, read length: 150 bp  
 Streptavidin\_pull-down\_WT\_asynchrony, pair-end, read number: 20739135, read length: 150 bp  
 Streptavidin\_pull-down\_H1KO\_asynchrony, pair-end, read number: 23970395, read length: 150 bp  
 ChIP-seq\_WT\_HA\_tetR\_EED\_targeting\_H3K27me3\_rep2, pair-end, read number: 28269558, read length: 150 bp  
 ChIP-seq\_WT\_HA\_tetR\_EZH2\_targeting\_H3K27me3\_rep2, pair-end, read number: 37084530, read length: 150 bp  
 ChIP-seq\_H1KO\_HA\_tetR\_EED\_targeting\_H3K27me3\_rep2, pair-end, read number: 17029428, read length: 150 bp  
 ChIP-seq\_H1KO\_HA\_tetR\_EZH2\_targeting\_H3K27me3\_rep2, pair-end, read number: 23309783, read length: 150 bp  
 ChOR-seq\_WT\_T0\_asynchrony\_rep2, pair-end, read number: 42220705, read length: 150 bp  
 ChOR-seq\_WT\_T1\_asynchrony\_rep2, pair-end, read number: 34332770, read length: 150 bp  
 ChOR-seq\_WT\_T2\_asynchrony\_rep2, pair-end, read number: 33957677, read length: 150 bp  
 ChOR-seq\_WT\_T3\_asynchrony\_rep2, pair-end, read number: 33193809, read length: 150 bp  
 ChOR-seq\_H1KO\_T0\_asynchrony\_rep2, pair-end, read number: 37764242, read length: 150 bp  
 ChOR-seq\_H1KO\_T1\_asynchrony\_rep2, pair-end, read number: 35125487, read length: 150 bp  
 ChOR-seq\_H1KO\_T2\_asynchrony\_rep2, pair-end, read number: 37110312, read length: 150 bp  
 ChOR-seq\_H1KO\_T3\_asynchrony\_rep2, pair-end, read number: 35104802, read length: 150 bp  
 ChOR-seq\_AID\_WT\_T0\_asynchrony\_rep2, pair-end, read number: 33834268, read length: 150 bp  
 ChOR-seq\_AID\_increase\_WT\_T1\_asynchrony\_rep2, pair-end, read number: 37756211, read length: 150 bp  
 ChOR-seq\_AID\_increase\_WT\_T2\_asynchrony\_rep2, pair-end, read number: 43044004, read length: 150 bp  
 ChOR-seq\_AID\_increase\_WT\_T4\_asynchrony\_rep2, pair-end, read number: 41893491, read length: 150 bp  
 ChOR-seq\_AID\_decrease\_WT\_T1\_asynchrony\_rep2, pair-end, read number: 43824294, read length: 150 bp  
 ChOR-seq\_AID\_decrease\_WT\_T2\_asynchrony\_rep2, pair-end, read number: 47493182, read length: 150 bp  
 ChOR-seq\_AID\_decrease\_WT\_T4\_asynchrony\_rep2, pair-end, read number: 42076917, read length: 150 bp  
 Streptavidin\_pull-down\_WT\_synchronization\_rep2, pair-end, read number: 33624963, read length: 150 bp  
 Streptavidin\_pull-down\_H1KO\_synchronization\_rep2, pair-end, read number: 32214598, read length: 150 bp  
 Streptavidin\_pull-down\_WT\_asynchrony\_rep2, pair-end, read number: 30107371, read length: 150 bp  
 Streptavidin\_pull-down\_H1KO\_asynchrony\_rep2, pair-end, read number: 42382620, read length: 150 bp

## Antibodies

Anti-trimethyl-Histone H3 (Lys27)(C36B11), Cell signaling technology, 97335;  
 Anti-V5 Tag, Gene-Protein Link, P01L075, polyclone

## Peak calling parameters

Reads were uniquely mapped to genome using bowtie2. Peaks were called using MACS (--shiftsize=75) and PeakSeq (fdr below 0.5%)

## Data quality

Read with high quality were retained using Fastx\_toolkit, unique reads were used for peak calling with FDR below 0.5%

## Software

MACS (version 1.4.2), Sam tools (version 1.2.1), bowtie2 (version 2.2.5), Bed tools (version 2.17.0), IGV (version 2.4), Homer, Subread, featureCounts, DAVID, Java TreeView, R (version 3.0.1)

## Flow Cytometry

### Plots

Confirm that:

- ☒ The axis labels state the marker and fluorochrome used (e.g. CD4-FITC).
- ☒ The axis scales are clearly visible. Include numbers along axes only for bottom left plot of group (a 'group' is an analysis of identical markers).
- ☒ All plots are contour plots with outliers or pseudocolor plots.
- ☒ A numerical value for number of cells or percentage (with statistics) is provided.

### Methodology

Sample preparation

We used flow cytometry only for Cell cycle analysis and EdU incorporation analysis.  
 For cell cycle analysis: R1-WT and H1-TKO mESCs were synchronized using single thymidine block and release, respectively. Cells were harvested at indicated time points following release. Cells were fixed with 70% ethanol, and then stained with propidium iodide to assess the DNA content of the cells.  
 For EdU incorporation analysis: R1-WT, H1-TKO and H1-AID mESCs were unsynchronized or synchronized using single thymidine block. Cells were harvested immediately after EdU pulsing. Cells were fixed with 70% ethanol, and then performed click reaction to add Alexa Fluor 647 to EdU. After PBST washes, cells were subsequently stained with propidium iodide to assess the DNA content of the cells.  
 Further details of the experimental procedures are provided in the Materials and Methods.

Instrument

BD FACs Calibur.

Software

ata was collected by CellQuest.  
 Data was analyzed by Flowjo 10.

Cell population abundance

At least 30000 cells were acquired for each sample.

Gating strategy

SC/SSC gate was used for gating the population of cells to exclude cell doublets and debris.  
 Asynchronous growing cell population was first run to set up the axis. All test samples were then run the identical conditions.

- ☒ Tick this box to confirm that a figure exemplifying the gating strategy is provided in the Supplementary Information.

How the deposited data were processed for this re-analysis (not part of the article)

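The data cover RNA-seq of WT and H1-TKO mESCs, with 2 libraries per genotype, and H3K27me3 ChIP-seq peak lists of WT and H1-TKO mESCs, with 1 list per genotype. ChOR-seq, the other ChIP-seq experiments and the AID and TetR lines were not analysed here.

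For RNA-seq, the authors mapped paired-end reads with Subread to the mm9 gene annotation, kept uniquely mapped reads, counted them with featureCounts and divided the gene counts by a size factor of each library with DESeq2. The deposited signal per accession is this normalized count. All values (100%) were whole multiples of what 1 read is worth in the library, and the recovered reads numbered 10538507 and 8292007 in the WT libraries and 6951619 and 7346122 in the H1-TKO libraries. Normalized counts were tested rather than the reads. Of the 34010 accessions 33650 had a gene symbol, taken from a RefSeq table of GRCm38.p6 used for names only, and 31089 had a place in GENCODE M1 (NCBIM37).

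The sample labels and the Reporting Summary name the genotypes of the 4 RNA-seq libraries opposite to the names in the tables themselves. A rule compared each library with the per-library columns in the source data of Fig. 3g, of which 18633 of 20632 rows were not read. Each library equalled 1 column in every row that was read (100%), within a relative tolerance of 0.001, and the genotype of that column was used. No expression level was used for this choice.

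Accessions with a mean normalized count of at least 10 over the 4 libraries were kept, which left 11113. limma 3.58.1 was run in R 4.3.3 on log2(normalized count + 1) with eBayes and a trend, without a block, and p-values were adjusted by the Benjamini-Hochberg method. edgeR 4.0.16 and DESeq2 1.42.0 were run on the recovered reads as alternatives. In a test on simulated data for H1-TKO against WT with 2 libraries each, over 11087 genes, the limma step recovered 185 of 200 changed genes (92.5%) with 9 false calls. The simulated log2 fold change was 2 and the dispersion 0.05, and smaller changes or noisier libraries were not simulated. Genes named in the text follow a rule: the knocked-out genes, the genes that the paper names, the 5 largest changes in each direction among accessions past an adjusted p under 0.05 with no overlap between genotypes, and lists of other linker histones, PRC2 subunits, pluripotency genes, Y-linked genes and Xist.

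For ChIP-seq, the authors aligned reads with bowtie2 to mm9 and called peaks with MACS, each on 1 replicate as far as the labels say. The deposited score of a peak is −10 times the log10 of its MACS p-value. Peak lists were compared by overlap of at least 1 bp and placed in GENCODE M1 by their centre. Promoters were 1 kb on either side of a transcription start. Places and transcription starts were those of protein-coding genes only. Shares of peaks have 95% Clopper-Pearson intervals, which cover counting error only. Guide sequences were searched in NCBIM37 with up to 2 mismatches and an NGG motif on both strands. The ChIP-qPCR values are the paper's, tested with an exact permutation test. Python 3.11.15, numpy 2.4.6, pandas 2.3.3, scipy 1.17.1 and statsmodels 0.14.6 were used.

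The unit tested, the rule for the genotypes, the rule for named genes with its lists and the alternatives below were set before the data were examined, apart from those that the closing section gives as added. The alternatives were other pseudocounts, filters, scalings and tests, a block for the replicate number, each replicate left out, a stricter peak score, merged peaks and other overlap limits. Tables that were read in part were used for identity checks and description, and no set test was run on them.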

Additional observations from a re-analysis of the deposited data (not part of the article)

Results flagged for a closer look

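The tests on the peaks of chromosome 1, on the Y and X chromosomes, on the Meg3 and Rian locus, on H1f0 and H1f10 and on the reads of H1f5 were chosen after the results were seen. The tests on the share of genes, on quantile normalization, on blocks of 20 Mb, on genes without a peak and on short noncoding RNAs were set before the values they measure were seen. Genes with a mean of at least 100 were a planned setting, used to weigh noise only after the shift of chromosome 1 was seen. The paper's text discusses no RNA-seq values of the genes and chromosomes below, and chromosome 11 appears in it for ChOR-seq signal (Fig. 4a). Every direction uses the genotypes of the paper's own table, which the sample labels reverse. An exchange before that table was made cannot be told apart from the genotypes it names. Of the 71 reads on H1f3 and H1f4, 95.8% lay in the libraries named WT, but so did 96.1% of the 51 reads on H1f5, which the guide does not target. The share was 73.6% of 91 reads on H1f2, which is also a knocked-out gene, and 56.8% over all accessions.

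Genes of chromosome 1 were higher in H1-TKO mESCs by a median of 0.52 on the log2 scale relative to all genes, and those of chromosomes 8 and 11 were lower, by medians of −0.22 and −0.35, while the other 17 chromosomes apart from Y lay between −0.07 and 0.10. A few strongly changed genes do not explain the shift of chromosome 1, where 79.4% of 611 accessions lay above the median of all genes. The authors' normalization, 1 size factor per library, largely drops out of a shift taken relative to all genes. The shift of 0.53 with quantile normalization is therefore no test of that normalization. Noise of low genes does not explain the shift, since it was 0.50 among genes with a mean of at least 100. Regions with H3K27me3 are not needed for it, because the 494 accessions without a WT peak found within 2 kb of a start shifted by 0.51. Only starts of protein-coding genes were checked, so noncoding accessions among the 494 may have a peak. All 9 blocks of 20 Mb with enough genes on chromosome 1 had a median above 0.2, from 0.40 to 0.80, which is consistent with a change in the copy number of the whole chromosome in part or all of the cells of a line. On chromosome 11 all 7 blocks were under −0.2, and on chromosome 8, 2 of 7 were. The WT replicates also differed from each other on chromosome 11, by 0.32, so a part of its shift lies within WT. On chromosome 1 they differed by −0.17, and its shift ran from 0.42 to 0.65 over the pairs of libraries. The peak lists leave open whether the RNA-seq libraries alone are at fault. H1-TKO mESCs had 1.14 times as many peaks as WT on chromosome 1 against 0.88 on all others together, but chromosome 14, with a shift in RNA of 0.06, also had 1.14. By covered length the ratio was 1.21 on chromosome 1, above the 0.77 to 1.10 of the others, and 0.97 on chromosome 14. Chromosome 8 had the smallest ratio of peak numbers, 0.77, though not of length, and chromosome 11, with 0.92 and 0.82, lay among the others. The peaks thus go the way of the RNA on chromosomes 1 and 8 and not on chromosome 11, with 1 list per genotype. A property of the cell clone and an effect of the knockout were not separated by this design.

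The 5 accessions of chromosome Y that passed the filter had a median shift of −5.58, with Ddx3y at 837.1 and 591.2 normalized counts in WT and 4.4 and 6.3 in H1-TKO mESCs. The median fold was 0.021 on normalized counts, from which depth is already divided out. Recovered reads, which keep depth, fell from 1079 and 542 to 4 and 6 for Ddx3y and from 1361 and 1174 to 52 and 74 for Eif2s3y. They fell from 506 and 314 to 4 and 9 for Uty and from 59 and 45 to 1 and 3 for Kdm5d. These falls are far beyond the ratio of all recovered reads, 0.76, so fewer reads do not explain them. Cells with another X chromosome in place of the Y would raise X-linked genes, and the median shift of chromosome X was −0.06. All 5 accessions were lower in both H1-TKO libraries than in both WT libraries, and a candidate explanation is the loss of chromosome Y from most cells of the H1-TKO line. No genomic reads were examined for it.

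Rian had a log2 fold change of −7.61, and Meg3, Rtl1 and Mirg beside it on chromosome 12 had −7.90 (the Meg3 accession with the most reads), −5.97 and −6.67, the adjusted p from limma being 0.00407 or less for each. Of the accessions on either side that were tested, Begain and Ppp2r5c did not fall (0.47 and 0.64), Dio3 had −1.51 without passing an adjusted p of 0.05, and Dync1h1, beyond Ppp2r5c, fell to a smaller extent (−0.95, adjusted p = 0.00457 from limma) while Hsp90aa1 next to it had −0.20. A fault that removes noncoding RNAs does not explain this, as the 549 noncoding accessions tested had a median shift of 0.07. A change at this locus in the H1-TKO line may be a property of the clone or follow from the knockout, which the design does not separate.

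H1f0 and H1f10 had log2 fold changes of 1.98 and 1.63. The chromosomes that carry them did not shift, with medians of 0.01 for chromosome 15 and 0.07 for chromosome 6. Without WT replicate 2 the lower of their log2 fold changes was 1.60, and under the scalings tried the lowest was 1.65. Reads of the knocked-out genes counted elsewhere do not account for the rise, since H1f0 and H1f10 gained 33.0 times as many normalized counts as H1f2, H1f3 and H1f4 lost. A candidate explanation is a higher expression of other linker histone genes when H1c, H1d and H1e are missing. It rests on the genotypes of the paper's table, and no other H1-TKO clone was tested.

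The accession of the 45S rRNA held 11.83% of the reads in WT replicate 2 and 1.98%, 1.98% and 2.08% in WT replicate 1 and H1-TKO replicates 1 and 2. Core histone transcripts were also highest in WT replicate 2, for 33 of 37 accessions. A larger part of RNA without a poly(A) tail in that library cannot be told apart from other causes. Short noncoding RNAs were highest there for 16 of 64 accessions, about what chance gives with 4 libraries, but short RNAs may be lost in library preparation and their reads may come from host genes. No biological explanation was tested.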

How the results depend on the processing

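The settings without the 45S rRNA accession, without chromosomes 1, 8, 11 and Y, DESeq2 on all accessions and the target lists made from the WT peaks were added after the data were seen, and the others were not.

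The number of genes with an adjusted p under 0.05 was 2282 with limma. It stayed between 1684 and 3299 under the other settings except for 1321 with no filter on low values, 80 with limma without a trend and 0 with an unmoderated linear model per gene, which had 2509 genes at an unadjusted p under 0.05. That model leaves 2 degrees of freedom per gene. The cause of the drop without a trend or a filter was not tested. With the genotypes that the sample labels give, all 2282 genes change direction. DESeq2 on the recovered reads called 2417 genes, of which 2143 were among those of limma, and edgeR 2163, of which 2127 were. The numbers at an unadjusted p under 0.01 and at least 2-fold stayed between 925 and 1649 around 1249, apart from 349 with the unmoderated model.

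Scaling moved the balance of directions. Of the genes with an adjusted p under 0.05, 47.9% were higher in H1-TKO mESCs with the authors' normalization, 65.3% with recovered reads scaled to the total count and 58.0% when the 45S rRNA accession was left out of that total. Scaling to the total count moved the median of all genes to 0.13 on the log2 scale, from −0.03.

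Replicate numbers do not pair the samples, as the replicate differences of WT and H1-TKO correlated across genes by 0.011. With a block for the replicate number, 3299 genes had an adjusted p under 0.05 and 1649 passed the second threshold.

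Without a test, 2447 genes were at least 2-fold apart, from 2487 to 2847 across the fits that each left out 1 replicate, and 6257 with no filter on low values, where genes with few reads enter. Over 7 alternatives with a test and 43 named accessions, 287 of 301 values stayed on their side of the threshold, 3 lost the call and 11 gained it. The sign changed in 3 values, all of Onecut2, which has no call (0.02, from −0.03 to 0.17). The 7 do not include limma without a trend or the unmoderated model. With the unmoderated model 0 genes had an adjusted p under 0.05, so all 22 named accessions with a call lose it. Limma without a trend called 80 genes, and named accessions were not tallied for it. With each replicate left out, 30 of 172 values, of 12 accessions, moved by more than 1.5-fold. Of these accessions 4 have a call, Klf4 (0.76 to 2.14), Grik4 (3.03 to 6.50), Hal (3.61 to 4.98) and Chrnd (3.05 to 5.34), and the sign changed in 11 values of 9 accessions without a call. Within the 7 alternatives, the lost calls were Klf4 with edgeR (1.32) and DESeq2 (1.31) and Grik4 with DESeq2 (4.16).

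Misregulated H3K27me3 target genes numbered 101, and 62 with a mean of at least 50, which leaves fewer genes. The lists made from the WT peaks gave 238, and 160 without chromosomes 1, 8, 11 and Y. The ratio of the medians of housekeeping and bivalent genes in WT was 32.7. It was 30.0 with each gene counted once, 37.4 per kb of transcript and from 31.9 to 35.0 with each WT replicate left out.

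Among peaks with a score of at least 100, the ratio of H1-TKO to WT peaks was 0.858 and that of the covered length 0.818, against 0.900 and 0.863 for all peaks. The share of WT peaks with an H1-TKO peak was 55.4%, and 63.4% when both lists were limited to peaks with a score of at least 100, 44.7% when 50% of the WT peak had to be covered and 59.3% with as many top peaks in both lists. Merging peaks within 1 kb changed these values little. With 1 list per genotype, differences between genotypes in peaks have no replicate check.

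The share of genes 2-fold apart between replicates was 13.3% in WT and 6.5% in H1-TKO mESCs. It fell to 6.8% and 0.7% among genes with a mean of at least 50 and to 3.2% and 0.1% among those with at least 200. The shifts of chromosomes 1, 8, 11 and Y moved by less than the spread between library pairs with quantile normalization and among genes with a mean of at least 100.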

Differences from the paper's values

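The paper states 299 misregulated H3K27me3 target genes, 131 of them higher and 168 lower in H1-TKO mESCs, and the values here are 101, 49 and 52. The list here is the part of the source data of Fig. 2k that was read (431 of 2430 rows were not read). It covers housekeeping, ES, bivalent and tissue-specific genes only, and the rows not read were of tissue-specific genes. The legend of Fig. 2j defines its genes by EdU-labeled H3K27me3 at promoters. The paper's text does not tie the 299 genes to that definition, and it does not state its limits for misregulation. The numbers may therefore count different sets of genes. None of the alternatives set before the data were examined closed the gap: DESeq2 gave 111 (48 higher, 63 lower), edgeR 102 (46 and 56), pseudocount 5 106 (52 and 54), no filter 111 (55 and 56) and a mean of at least 50 gave 62 (31 and 31). A list of protein-coding genes with a WT peak within 2 kb of a transcription start, which was chosen after seeing the values, gave 238 (109 and 129), within 1.5 times the paper's numbers.

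The paper's Reporting Summary states 25521757 and 20717888 reads for the WT RNA-seq libraries and 21565775 and 22792820 for the H1-TKO libraries. The recovered reads were 10538507, 8292007, 6951619 and 7346122. The paper's numbers are reads sequenced, while the recovered reads are those counted on accessions, and no alternative bears on them.

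The paper states that the fall of H3K27me3 lies mainly at 5′ UTRs and promoters. Over the places compared here, the share of WT peaks without an H1-TKO peak was 33.9% in promoters, 33.3% in 5′ UTRs, 37.0% in 3′ UTRs, 31.8% in coding exons, 41.2% in other exons, 50.8% in introns and 60.6% in intergenic regions. Of the 3063 placed WT peaks without an H1-TKO peak, 30.9% lay in promoters and 0.3% in 5′ UTRs, against 39.3% in intergenic regions. Of the genome, 3.00% is promoter, 0.04% 5′ UTR and 62.10% intergenic, with only protein-coding genes used. For their length, promoters and 5′ UTRs thus held more of these peaks than intergenic regions. The same holds for all placed WT peaks, with 41.1% in promoters, 0.4% in 5′ UTRs and 29.3% in intergenic regions. These shares count listed peaks, whereas the paper compares signal.

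The legend of Fig. 3g names a two-sided test of Student for its p-values. Every p-value that was read in its source data (100%) equalled those of the DESeq2 Wald test on the recovered reads within 0.1%, a comparison made after the data were seen.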

Other observations

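The tests on H1 peaks, H2ac7, peak depth and genes with several accessions were chosen after the results were seen, and those on other groupings of the libraries and on the spread of the WT replicates were set before. Directions use the genotypes of the paper's table, which the sample labels reverse.

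Of the 3 ways to split the 4 libraries into pairs, 1, the split by genotype, gave 2282 genes with an adjusted p under 0.05 (limma), and the others gave 0 and 0, with 10 and 6 genes at an unadjusted p under 0.05. A share of 1 in 3 cannot show more than that, since the design allows no smaller one.

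In both genotypes, H3K27me3 peaks with high scores lay beside the guide sites at H1c, H1d and H1e. The peak at H1d ranked 21 among 6957 WT peaks and 18 among 6262 H1-TKO peaks, that at H1c 25 and 22, and that at H1e 86 and 29. H3K27me3 over the histone genes of the cluster in general does not explain them, since 2 of the other 53 histone genes had a WT peak within 1 kb, with a score of 88.0, and 0 had an H1-TKO peak. No peak covered a site of the triple knockout guide, in 6 of 6 cases over both lists, while the sites of the HA-AID guides at H1c and H1e lay within a peak in 4 of 4 cases. A possible explanation is DNA of targeting constructs for these genes in both libraries. It cannot be told apart from a true mark, because the coding sequences of H1c, H1d and H1e resemble each other and reads there may not map uniquely.

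H2ac7 (NM_178188), on chromosome 13 at 23666250 between the guide sites in H1d and H1e, had 5.4 and 33.8 normalized counts in WT and 160.9 and 170.6 in H1-TKO mESCs (log2 fold change 3.48, adjusted p = 0.0186 from limma). Of the other 18 core histone accessions of chromosome 13 that were tested, 0 had a log2 fold change above 0. This count rests in part on WT replicate 2, where core histone transcripts were highest for 33 of 37 accessions. Against WT replicate 1 alone, H3c10, H3c11 and H2ac15 were higher in both H1-TKO libraries, and the rest of the 18 were not. Reads shared between near-identical histone genes cannot be told apart from a change of H2ac7 itself, since reads that moved to it from the others would also lower those.

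The WT replicates were farther apart than the H1-TKO replicates. Lower counts in a WT library do not explain this, since among genes with a mean of at least 200 the share of genes 2-fold apart was still 3.2% in WT against 0.1% in H1-TKO mESCs. Chi-square per degree of freedom between replicates was 96.27 in WT and 3.46 in H1-TKO mESCs. It was not computed without the 45S rRNA accession, so this 1 accession may weigh in the WT value. That accession held 1.98% of the reads in WT replicate 1 and 11.83% in WT replicate 2.

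Fewer H3K27me3 peaks in H1-TKO mESCs cannot be told apart from a difference in depth or enrichment. The paper's reads of the H1-TKO library are 0.976 times those of the WT library, which goes in the direction of the peak numbers but is nearer 1 than their ratio of 0.900, and mapped reads were not examined.

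Several genes in wide use were listed at or near 0, such as Gapdh (3.1, 1.1, 0.0 and 0.0 over its 2 accessions in WT replicates 1 and 2 and H1-TKO replicates 1 and 2), Nanog, Ezh2, Suz12, Dnmt3b and Esrrb. Ribosomal protein genes with several accessions had a median of 2.1 normalized counts (11 genes), against 283.1 for those with 1 accession (69 genes). This is consistent with reads that lie in several accessions of a gene not being assigned, and a value near 0 of such a gene is no measure of its expression.

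In WT mESCs, the median normalized count was 176.6 for housekeeping, 5.5 for ES, 5.4 for bivalent and 0.8 for tissue-specific genes of the groups of Fig. 2k, over 202, 39, 1375 and 380 gene and peak pairs, the last of which was read in part. The paper's text does not name the libraries behind Fig. 2m. Among genes with 1 accession, a setting chosen after the data were seen, the medians were 401.5, 20.8, 13.7 and 1.9.

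Of the gene lists, 4 of 4 Y-linked accessions and Xist (log2 fold change −1.50) were lower in H1-TKO mESCs at an adjusted p under 0.05 (limma). Of 4 other linker histone accessions tested, 2 were higher, H1f0 and H1f10, and adjusted over the list alone the number called was 3, as H1f5 was then called lower. Among 10 accessions of PRC2 subunits 1 was higher, Rbbp7 with 0.93, and adjusted over the list alone the number was 1. Limma with a block for the replicate number also called Epop and Phf19 lower (adjusted p = 1.29e-05 and 0.0138), though replicate numbers do not pair the samples. Without WT replicate 2 their log2 fold changes were −0.01 and −0.55, so the call of Epop rests on that library. Limma with the block called the Mtf2 accession NM_001253877 higher (0.0382). With reads scaled to the total count, that accession and Ezh1 were called higher in limma's test (adjusted p = 0.0324 and 0.041). Of 7 pluripotency accessions, 3 were higher, Sox2 with 1.04, Klf4 with 1.45 and Tfcp2l1 with 0.97, and adjusted over the list alone it was 3. Tfcp2l1 lies on chromosome 1, and Klf4 was not past that threshold with edgeR (1.32) or DESeq2 (1.31). With 1 WT library left out Klf4 lay between 0.76 and 2.14. Pou5f1 was called lower only by limma with the block for the replicate number (−0.42, adjusted p = 0.0431). Without WT replicate 2 its log2 fold change was 0.05. For the 2 knocked-out H1 accessions tested the number was 0 by either adjustment and 1 at an unadjusted p under 0.05. H1f3 had an adjusted p of 0.105 from limma, and from 0.029 to 0.156 over the 7 alternatives tallied for named accessions. It was called lower by DESeq2 and by limma with a block for the replicate number. So was H1f5, which the guide does not target (0.0834, and from 0.0148 to 0.116). Of 5 accessions of genes that the paper names, Sp5 was lower, and adjusted over the list alone the number was 1.

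The recovered reads were 41.3%, 40.0%, 32.2% and 32.2% of the reads that the paper states for WT replicates 1 and 2 and H1-TKO replicates 1 and 2. Against the reads stated under the name each sample label gives, they were 48.9%, 36.4%, 27.2% and 35.5%.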
